# A TATA binding protein regulatory network that governs transcription complex assembly

**DOI:** 10.1186/gb-2007-8-4-r46

**Published:** 2007-04-02

**Authors:** Kathryn L Huisinga, B Franklin Pugh

## Abstract

**Background:**

Eukaryotic genes are controlled by proteins that assemble stepwise into a transcription complex. How the individual biochemically defined assembly steps are coordinated and applied throughout a genome is largely unknown. Here, we model and experimentally test a portion of the assembly process involving the regulation of the TATA binding protein (TBP) throughout the yeast genome.

**Results:**

Biochemical knowledge was used to formulate a series of coupled TBP regulatory reactions involving TFIID, SAGA, NC2, Mot1, and promoter DNA. The reactions were then linked to basic segments of the transcription cycle and modeled computationally. A single framework was employed, allowing the contribution of specific steps to vary from gene to gene. Promoter binding and transcriptional output were measured genome-wide using ChIP-chip and expression microarray assays. Mutagenesis was used to test the framework by shutting down specific parts of the network.

**Conclusion:**

The model accounts for the regulation of TBP at most transcriptionally active promoters and provides a conceptual tool for interpreting genome-wide data sets. The findings further demonstrate the interconnections of TBP regulation on a genome-wide scale.

## Abstract 2

A portion of the assembly process involving the regulation of the TATA binding protein (TBP) throughout the yeast genome is modeled and experimentally tested.

## Background

The model eukaryotic cell *Saccharomyces cerevisiae *runs its life with approximately 5,700 genes [1,2]. In any given environment, each gene is expressed at a level that allows the cell to function optimally in that environment. Most genes are lowly expressed and relatively few are highly expressed, which characterizes two ends of an expression continuum [3].

Several general regulatory features dictate the expression levels of every gene [4-6]. First, promoter regions are packaged into chromatin, which regulates promoter accessibility. Second, sequence-specific DNA binding proteins orchestrate the remodeling of chromatin and the recruitment of the transcription machinery. Third, general transcription initiation factors (GTFs) such as TFIIA, -B, -D, -E, -F, -H and RNA polymerase II (pol II) assemble into a transcription pre-initiation complex (PIC). Fourth, pol II and associated elongation factors produce an RNA transcript. Each level of regulation involves many proteins.

Since cells follow the laws of chemistry, the hundreds of proteins regulating RNA production at thousands of genes will require millions of coupled reaction steps. Defining these steps has been a longstanding and continuing effort in transcription biochemistry. A major challenge is piecing together individual steps, defined in isolation, into a biochemical gene regulatory network that describes the totality of a gene expression program *in vivo*. Such a network allows aspects of gene regulatory programs to be modeled computationally, providing a guide for conceptualizing and predicting the complex interplay of regulatory proteins.

The biochemical networks described here differ from previously described genetic networks [7,8]. The latter are typically DNA-centered and describe the spatial and temporal aspects of organismal development as a consequence of an unfolding cascade of chronological gene expression events that control downstream events. Here, biochemical networks are protein-centered, describing transcriptional control in terms of differential equations governing the dynamic interplay among proteins and promoter DNA. The two are related in that biochemical networks drive genetic networks. However, no biochemical model of a global gene regulation network currently exists, and no paradigm exists by which a biochemical model can be tested on a genome-wide scale.

Towards this goal, we have constructed a prototype model that describes one section of the global network in terms of a composite of well-defined biochemical interactions that regulate the function of the TATA binding protein (TBP). From this model, we formally define a reaction mechanism involving interactions among TBP, its regulators, and promoter DNA, ultimately culminating in PIC assembly and RNA production. This formulation is analogous to a mechanism describing a series of coupled enzymatic reactions and, thus, can be computed using a software simulator of enzymatic reactions. The simulator reports steady-state levels of intermediates in PIC assembly and the amount of RNA produced. Perturbations to the network are modeled computationally, and tested experimentally via genetic mutations in the network. This work provides an initial framework for developing and testing biochemically based transcriptional regulatory networks that govern PIC assembly and RNA output, and a means for understanding their design logic.

## Results and discussion

### A model of the TBP regulatory network

The building block for modeling our global biochemical gene regulatory network is an elementary reaction step such as:

P_x _+ D_y _→ P_x_D_y_

where a protein (P) whose identity is 'x' (for example, TBP) binds to DNA (D) located in the promoter of gene 'y' to form a protein-DNA complex (P_x_D_y_), as demonstrated previously [9-11]. The forward flux of P and D through the reaction is governed by a gene-specific flux constant k_1_. P_x_D_y _may be coupled to a second reaction step such as:

P_x_D_y _+ P_z _→ P_x_D_y_P_z_

exemplified by a TBP·DNA complex binding the TBP regulator called negative cofactor 2 (NC2). Examples of other types of reaction steps include protein-protein assembly, protein-DNA disassembly, rearrangements within a complex, and chemical catalysis.

In principle, hundreds of different transcription regulatory proteins can act upon each other and upon thousands of genes, giving a nearly infinite combination of potential reaction steps. In reality, biologically relevant interactions have specificity, which keeps the number of reaction steps to a finite but nevertheless large number. In constructing a biochemical gene regulatory network, we employed only reaction steps that have strong experimental support. TBP regulatory mechanisms are among the best characterized eukaryotic gene regulatory systems [12-14], and thus are ideally suited for integrative modeling studies.

Figure 1 illustrates the prototype TBP regulatory network upon which our studies are based. The model attempts to assimilate a variety of individual TBP regulatory mechanisms into a common regulatory network that is potentially applicable to all genes. This represents the first description of an integrated TBP regulatory mechanism. The model serves as a visual framework for interpreting *in vivo *promoter occupancy and gene expression data. While parts of the model could be wrong or incomplete, it serves as a useful starting point to evaluate whether potential gene regulatory mechanisms defined *in vitro *with purified components can be integrated into a network of coupled reactions that account for transcription factor occupancy and gene expression profiles *in vivo *on a genome-wide scale. The goal here is to take a step towards bridging a myriad of *in vitro *biochemical mechanisms with genome-scale *in vivo *regulatory processes, rather than to establish a rigorous mathematical model for regulatory networks.

In this model, TBP resides as a self-inhibited dimer when not bound to DNA (segments 2 and 3 in Figure 1) [9,15]. Dissociation into monomers, as directed by promoter-specific regulators, is required for DNA binding. When TBP resides in the multisubunit TFIID complex, it may also engage in interactions with other TFIID subunits such as the TBP-associated Factor 1 (TAF1) amino-teminal domain (TAND) (segment 1 in Figure 1) [16,17]. TAND has the potential to act negatively by blocking TBP's DNA binding surface, and positively by tethering TBP to TFIID. Although not shown in the model, promoter-bound regulators modulate the assembly of TFIID-TBP at promoters [18,19], giving rise to promoter-specific control of the network.

The model shows TBP assembling onto promoter regions via three possible pathways. One pathway involves TFIID (segment 4) and a second involves the Spt-Ada-Gcn5-Acetyltransferase complex termed SAGA (segments 5,6). Both lead to formation of a PIC containing TBP, pol II, and many other transcription proteins (segments 12 and14). The PIC produces a transcribing pol II from which RNA is made (segments 13 and 15). The third pathway, outlined in more detail below, is a nonproductive one.

TFIID and SAGA are compositionally and functionally related complexes [20,21]. In principle, a given promoter can utilize either the TFIID or SAGA pathway [22]. The SAGA pathway is tailored towards TATA-containing promoters, whereas the TFIID pathway plays a greater role at TATA-less promoters [23].

Inhibiting the SAGA pathway (but not the TFIID pathway) are two negative regulators of TBP, termed NC2 and Mot1 (Figure 1, segments 8, 9, and 10) [22,24]. NC2 binds to a TBP-DNA complex and blocks PIC assembly [25,26]. Mot1 uses the energy of ATP hydrolysis to dissociate TBP from DNA [11,27,28]. Mot1 can also dissociate TBP from DNA in the presence of NC2 [24], and NC2 stimulates TBP-Mot1 interactions [29]. Since the genome-wide gene expression profile of an NC2 mutant is very similar to the expression profiles of Mot1 mutants (Figure S1 of Additional data file 1) [30,31], we make the simplifying assumption that the two largely work together. Consistent with the notion that Mot1 dissociates TBP-NC2 complexes, Mot1 mutants result in the accumulation of TBP-NC2 complexes *in vivo *[32]. However, we do not exclude the possibility that Mot1 might act in the absence of NC2 at some promoters.

The third TBP assembly pathway is nonproductive (Figure 1, segment 7), as has been proposed by Dasgupta *et al*. [33]. This nonproductive pathway has the potential to compete with the two productive pathways and inhibit transcription. At genes where this nonproductive pathway limits transcriptional output, removal of the inactive TBP by the coordinate action of NC2 and Mot1 (Figure 1, segments 11, 9, and 10) would, therefore, result in positive regulation [33]. At genes where the SAGA pathway dominates, NC2 and Mot1 would act negatively. Thus, the model has the capacity to account for positive and negative regulation by NC2 and Mot1, both of which have been reported for these proteins [30,31]. The model is limited in that it does not include other types of regulatory functions that SAGA (Spt3), Mot1, or other network components might be involved in [34], but for which there is no direct biochemical support.

Biological systems are a balance of assembly and disassembly processes that typically move along different pathways. Thus, PIC disassembly and RNA degradation do not proceed by an exact reversal of PIC assembly and transcription. Nevertheless, proteins and RNA are recycled, allowing gene expression to reach a steady-state in a stable environment. Therefore, our modeled biochemical gene regulatory network is designed to reach steady-state, where the rate of PIC assembly and RNA production equals the rate of PIC disassembly and RNA degradation (Figure 1, segment 16).

Within the cell, the TBP regulatory network is embedded within the larger global gene regulatory network involving hundreds of functionally diverse proteins, such as activators, chromatin remodeling complexes, mediator, and general transcription factors. They are not an explicit part of this modeling study (and thus not shown in Figure 1) because they are assumed to make contributions to PIC assembly and RNA output that are approximately equivalent in the mutant and wild-type strains used here. For example, a TBP mutation that impairs TBP-NC2 interactions is assumed to have a negligible effect on other types of interactions within chromatin and the transcription machinery.

### Computational simulation of a TBP regulatory network

The core mechanism, as defined by the model, is tailored to specific genes by adjusting the flux constants. For example, the flux constant governing the association of TBP with one promoter may be different to the flux constant governing TBP association with a different promoter as dictated by promoter-bound activators [35-37]. In our modeling studies, promoter-specific factors such as bound regulatory proteins and chromatin structure are not individually defined because their individual contributions are not being tested here. The flux constants reflect their combined contributions.

The model illustrated in Figure 1 was converted into a series of explicitly defined reaction segments (Figure 2a) that were suitable for computational modeling using the freely available KinTekSim simulator [38]. KinTekSim is a derivative of KINSIM, which is used to model enzyme reaction mechanisms [39]. For any set of similarly behaving genes, the core mechanism contains 16 segments governed by 16 forward and reverse 'flux constants'. Although written as explicit reaction steps, these segments are intended to approximate relevant portions of the modeled network that have been biochemically demonstrated. The flux constants provide a means for governing the relative distribution of components in the pathway when the simulation has reached steady-state.

The distinct arrangement of promoter elements and bound proteins ranging from activators to chromatin is expected to control the flow of components through every step in the network (that is, flux constants) in a way that is unique to every gene or set of co-regulated genes. This includes segments of the mechanism that are not explicitly marked in Figure 1 as involving promoter-bound regulators (for example, segments 1-3).

One challenge is fitting the model to experimental data within the constraints imposed by the experimental system. We required our computational model to report outputs that had experimental counterparts such as promoter occupancy from ChIP-chip assays or mRNA levels. Experimentally, such absolute levels obtained on a genome-wide scale are inherently noisy. Noise is reduced substantially by measuring changes in occupancy or changes in mRNA levels. Therefore, we set up our model to report both steady-state and changes in steady-state levels when a portion of the network is shut down. Computationally, we shut down a portion of the network by reducing the flux constant governing that portion of the network. Mutagenesis is used to achieve the physiological counterpart (see below). Further noise reduction is achieved by combining data within a set of similarly behaving genes so that hundreds of measurements contribute to the modeled data. Combining data also reduces the computational complexity from approximately 5,700 core mechanisms for approximately 5,700 genes to a manageable small number.

Figure 2b (left panel) demonstrates how initialization of the flux parameters governing one gene (or group of co-regulated genes) leads the simulator to produce promoter occupancy intermediates and RNA outputs (in arbitrary units) that have experimental counterparts measurable with ChIP-chip and expression microarrays. By altering flux constants that govern the progress of the coupled reactions, we control the steady-state levels of these components.

Changing the values of the flux constants, mimicking either gene control or genetic mutations that impair an interaction, leads to changes in factor occupancy and RNA output. Figure 2b (right panel) plots simulated changes in RNA output (log_2 _scale) when one or more flux values are altered. In some cases the impact is substantial, while in others the impact is minimal, reflecting the extent to which a TBP regulatory interaction contributes to the expression of that gene.

Using this approach, we tested the simulator and the model by creating mutant yeast strains having single and multiple defects in biochemically defined TBP regulatory interactions (Figure 2c, and section 1 of Additional data file 1). These mutations provide the physiological counterpart to perturbations of the computational network. The experimental design has several constraints. First, we wanted to minimize potential indirect effects from physiological adjustments arising from long-term exposure to the mutations. Therefore, we placed all TBP mutants under control of the *GAL10 *promoter and analyzed gene expression changes throughout the genome after induction of TBP with galactose. TBP levels pre- and post-induction along with endogenous wild-type TBP are shown in Additional data file 1 (section 1 of Figure S2). The reference state in all experiments is a strain where a 'null' TBP is induced. Induction of wild-type TBP had no significant effect on the system, indicating that the measured effects are unlikely to be inherent in the experimental design and thus are likely to be caused by the mutations.

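With wild-type TBP in place of null TBP in the wild-type strain, 4 of 5744 genes fell and 0 rose in limma, and 489 genes had an unadjusted p under 0.05. The 4 genes are YJR154W, the dubious reading frame YDL071C, IRC7, which encodes a beta-lyase that breaks down cysteine conjugates, and MUP1, the high-affinity methionine permease. YJR154W had a log2 ratio of -2.50 (standard error 0.54, adjusted p = 0.0264) over 2 arrays, and YDL071C had -0.69 (standard error 0.14, adjusted p = 0.0264). IRC7 changed by -0.88 (standard error 0.19, adjusted p = 0.0264) and MUP1 by -0.70 (standard error 0.16, adjusted p = 0.0486). The first 2 of these genes were picked for mention after their values were seen. No cluster and no gene list passed the test in this condition. The median log2 ratio was -0.09 (standard error 0.07, n = 2 arrays, adjusted p = 0.337) in cluster 1 and -0.05 (standard error 0.05, n = 2 arrays, adjusted p = 0.491) in cluster 8. Without array 1-059 the same fit called 101 genes and without array 1-020 it called 0, so the count rests on which single array is kept. YJR154W (-2.71 and -2.29), YDL071C (-0.75 and -0.64) and MUP1 (-0.75 and -0.65) did not pass without 1-020 or 1-059, nor did IRC7 without 1-020 (-0.58). The count was 62 after scale normalization between arrays, 24 with a dye effect for each array design, 10 after median centring and 0 with array weights.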

Second, because TBP is essential for cell growth it was necessary to include endogenous wild-type TBP in all strains. Competition between the mutant and wild-type TBP is likely to diminish, but not eliminate, the impact of the mutants. Indeed many mutants displayed dominant growth phenotypes (Figure S3 of Additional data file 1). Validating the use of TBP mutants in the context of wild-type TBP, a nonlethal TBP mutation generates similar genome-wide expression profiles in the presence or absence of endogenous wild-type TBP (Figure S4a, subpanel 4, of Additional data file 1). Therefore, the presence of wild-type TBP in the background is not expected to substantially impact the correlations between simulated and actual data.

It was not feasible to eliminate all TBP regulatory interactions via mutagenesis of TBP. First, since TBP's interaction surface with SAGA remains ill-defined, this interaction was eliminated by deleting *SPT3*, which encodes a TBP regulatory subunit of SAGA [40,41]. 

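The deletion is seen in the RNA of SPT3 itself (YDR392W). Its log2 ratio had a median of -2.77 over the 13 spt3Δ arrays with a value (lowest -3.56, highest -2.24) and of -3.03 over the 13 arrays of the strain that also lacks TAND (lowest -3.26, highest -2.24). The median was 0.00 over 41 arrays of the wild-type strain and 0.20 over 35 of the taf1(ΔTAND) strain. In the spt3Δ strain with null TBP, 2133 of 5809 genes changed, 968 of them upwards and 1165 downwards. SPT3 had a log2 ratio of -2.54 (standard error 0.14, adjusted p = 2.34e-24) in this condition, over 2 arrays. The largest fall among named genes was that of ZRT1 (YGL255W), the high-affinity zinc transporter, at -3.84 (standard error 0.39, adjusted p = 2.52e-12). Of 12 measured genes of the TBP network, 4 fell, SPT3 included, and 1 rose. BDF2 and BDF1, which encode bromodomain proteins that associate with TFIID, had log2 ratios of -1.46 (standard error 0.16) and -0.95 (standard error 0.14), and NCB2, a subunit of NC2, had -1.01 (standard error 0.16). SPT8, which encodes a SAGA subunit that binds TBP, was the member that rose, at 0.35 (standard error 0.15), and did not pass the test without array 4-051A (0.53) or 4-057A (0.17). It was singled out after its value was seen. The count of changed genes was 1142 without array 4-051A and 1374 without array 4-057A, each time with 1 array left. It was 651 (233 higher, 418 lower) after scale normalization between arrays and 1394 (604 higher, 790 lower) with array weights.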

Second, TBP mutations that impair interactions with TFIID do not generate the same phenotype as deletion of TFIID's main TBP interaction domain, the TAF1 TAND domain [16,17,42-45]. Since this region of TBP interacts with other factors as well, we opted to delete the TAND domain as a means to diminish TBP-TFIID interactions. Third, we cannot be certain that the mutations affect only the interactions being modeled, and thus is a caveat of any *in vivo *analysis. However, the mutated residues employed in our study have been biochemically characterized for their defective interactions [27,42,46-48]. In the context of our study, we sought to provide further evidence on a genome-wide scale that the mutants were generally having the intended effects *in vivo*. These validation studies are presented in section 2 of Additional data file 1, and support the assertion that the mutants are defective in the modeled interactions.

### Identifying genes that are sensitive to the TBP regulatory network

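The data are hybridizations of yeast RNA to 2-colour microarrays. Each of 133 arrays compared a strain in which mutant, wild-type or null TBP had been induced with galactose with the wild-type strain carrying null TBP, treated in parallel. These arrays cover 63 conditions, of which 18 are in the taf1(ΔTAND) strain, 13 in the spt3Δ strain, 13 in the strain that lacks both and the rest in the wild-type strain. Most conditions have 2 arrays with the dyes swapped, and TBP(V161R) has 4 arrays in each of the wild-type and taf1(ΔTAND) strains. In the spt3Δ strains, TBP was expressed from a 2 micron plasmid over a longer induction, with a reference treated in the same way, so the treatment is shared within an array and differs between the arrays of strains with and without SPT3. Another 16 arrays are homotypic, with RNA from separate cultures of the same genotype in the 2 channels, and give the spread in the absence of a mutation. The authors kept the spots whose signal was more than 1 SD above the local background and deposited the log2 ratio of test over reference for each spot. A ratio was present for 5416 to 6574 spots per array (median 6381) on the 87 arrays of the 7056-spot design and for 3560 to 6075 spots (median 5855) on the 62 arrays of the 6400-spot design. In all, 6175 genes were measured on at least 1 array. The ratios of each array were centred on the mode of their distribution, as the methods describe, and the arrays were then fitted together for each gene with limma, with a term for each condition and a gene-specific dye effect. A gene is said here to have risen or fallen where its two-sided p, adjusted by the Benjamini-Hochberg method over the genes of the condition, was under 0.05. For a cluster or a gene list, the median log2 ratio of its genes on each array was fitted in the same way, so that arrays and not genes are the replicates. The number of arrays limits the precision of every value. In a simulation with independent errors and 2 arrays, 97.5% of changes of 1 on the log2 scale were recovered. For changes of 0.5 it was 38.8%.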

Changes in mRNA output at more than 99% of all known *S*. *cerevisiae *genes were measured in 63 wild-type or mutant strains (Additional data file 2). Of these, 2,903 genes met stringent filtering criteria for changes in gene expression (see Materials and methods) and thus were chosen for the modeling studies. 

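Under the methods' criteria, the 2 highest counts of changed genes came from the strain that lacks both TAND and SPT3. The criteria asked that all arrays of a condition move the same way, that the mean lie at least 2 SD from the homotypic mean with a p under 0.005 against the homotypic arrays, and that the fold exceed 1.5. There, TBP(V161R F182V) met them at 798 higher and 330 lower genes, and TBP(K145E V161R) at 564 higher and 511 lower genes. Chromosomes XI and XII were raised as a whole on both arrays of the first and on 5-043B of the second. Outside these chromosomes, a count made after the data were seen, the numbers were 211 higher and 324 lower genes for TBP(V161R F182V), rank 21 among the conditions, and 337 higher and 498 lower for TBP(K145E V161R), rank 1. Deletion of SPT3 with null TBP gave 305 higher and 542 lower genes. The NC2-defective TBP(F182V) in the wild-type strain gave 437 higher and 15 lower genes, and the Mot1-defective TBP(K145E) gave 35 higher genes and 1 lower. TBP(V161R), which is defective in dimerization and in binding to DNA, gave 100 higher and 257 lower genes in the wild-type strain and 452 higher and 274 lower genes in the taf1(ΔTAND) strain. TBP(V161E), which the paper describes as affecting mainly binding to DNA, gave 4 higher and 156 lower genes in the wild-type strain. In the taf1(ΔTAND) strain it gave 146 higher and 265 lower genes. Wild-type TBP gave 4 higher and 12 lower genes. At least 1 condition met the criteria at 3700 of the 5952 genes with data in 60% of the conditions. These 3700 genes hold 2809 of the 2902 genes that the deposited table places in clusters 1 to 10, or 96.8%, but only 75.9% of the 3700 are in these clusters, and the count is above the paper's. The paper's text does not name the test behind the p, and a pooled-variance comparison with the homotypic arrays was used here.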

Most of the remaining approximately 3,000 genes were not significantly expressed (cluster 0 in Table 1, entry 12), which may be due to repressive mechanisms (for example, repressors, chromatin, and so on) that lie outside of the TBP regulatory network. Their lack of expression can be modeled by setting the forward flux constants to zero. The TBP regulatory network may be applicable to these genes under conditions where they are expressed.

Individually applying the core mechanism to each of the 2,903 filtered genes was not practical. Instead we sought to identify major themes in the network. This was achieved by combining data from similarly behaving genes. Data consolidation enhanced the robustness of modeling since any one consolidated value is derived from as many as several hundred data points that were not appreciably different from each other (20% average standard deviation; see Additional data file 2). 

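Genes of cluster 10, most of which lie on 2 chromosomes, were the most alike, with a mean SD of 0.24 on the log2 scale or 18.4% over the 63 conditions. Cluster 9 genes had a mean SD of 0.25, and those of cluster 1, which holds many genes of ribosome biogenesis, had 0.26. The widest spread was in cluster 7, whose genes fell in the spt3Δ strains, with 0.45 or 36.3%. Cluster 6, with genes of carbohydrate metabolism such as GPH1, followed with 0.36, and cluster 4, with sporulation genes, had 0.34. The mean of the 10 clusters was 0.31 on the log2 scale or 23.6%. When the genes of clusters 1 to 10 were taken together without regard to their cluster, the SD was 0.46 or 37.6%. Each SD was taken over the genes of a cluster in 1 condition, from the mean log2 ratio of the arrays, and then averaged over conditions.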

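Genes of a shared process fell into the authors' clusters together to varying degrees. Of 29 genes of the PAU, DAN and TIR family, which encode cell wall mannoproteins, 26 are in cluster 4. Of 26 genes of sterol synthesis, 10 are in cluster 5 and 8 in cluster 3. Genes of mitochondrial respiration were spread more widely, with 15 of 44 in cluster 9 and 8 in cluster 6. Of 37 proteasome genes, 12 are in cluster 2 and 22 in none. A K-means run on the same genes (2899 with enough data, 10 clusters, best of 25 starts) placed 73.9% of cluster 1, 73.0% of cluster 8 and 74.0% of cluster 9 in 1 of its own clusters each, but 43.7% of cluster 6. The 10 clusters of the authors matched 7 own clusters, as that of 512 genes was the match of clusters 7 and 8, that of 395 genes the match of clusters 9 and 10 and that of 361 genes the match of clusters 2 and 3. The adjusted Rand index between both assignments, which is 1 for identical partitions and near 0 for unrelated ones, was 0.345. With each gene scaled to unit length, a choice made after the data were seen, it was 0.555.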

We used a K-means algorithm to assist in clustering the data, and identified ten as the maximum number of nonredundant clusters (Figure 3). Since all genome-wide measurements naturally fall into a continuum of values rather than well-partitioned clusters, the choice of a cluster number is necessarily subjective. Partitioning the data into more clusters generated increasingly subtle quantitative differences rather than major qualitatively distinct patterns. Genes within a cluster were consolidated by calculating median changes in gene expression for each mutant in each cluster.

Of the ten clusters, six (clusters 3-6 and 8-9) were deemed appropriate for modeling studies. The properties of the remaining four clusters (clusters 1, 2, 7 and 10) suggested that they arose from indirect effects. The complex interconnectivity of biological systems ensures that some changes in gene expression in response to a genetic perturbation will necessarily cause other genes to change in expression, with the latter being largely an indirect consequence of the primary perturbation. Therefore, indirect responders are not accurate metrics of a perturbed network. Detailed justifications for their exclusion are presented in section 3 of Additional data file 1, which is briefly summarized here.

Cluster 1 values were inversely correlated with cluster 8 values (Figure S5 in Additional data file 1). 

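Conditions in which the genes of cluster 8, among them many ribosomal protein genes, were low had high values for cluster 1. In the taf1(ΔTAND) strain with TBP(V161R F182V), the cluster 1 median of 0.73 was the highest among the strains with SPT3. Over the 63 conditions, Pearson's r between the medians of clusters 1 and 8 was -0.764 and Spearman's rho was -0.745, each with a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. Without the 2 conditions farthest from the median of cluster 8, r was -0.746. The relation was computed in 10 ways, and the adjusted p of the pooled value was 1.3e-05. Within the strains that have SPT3 it held over 37 conditions, with r = -0.771 and rho = -0.694. In the 26 conditions without SPT3 it did not hold, with r = 0.23 (permutation p = 0.26, adjusted p = 0.29) and rho = 0.169 (permutation p = 0.4). There the medians of cluster 1 had an SD of 0.06 against 0.20 with SPT3. Arrays with the test sample in Cy5 gave r = -0.718 over 61 conditions and those in Cy3 gave -0.619 over 60. When the genes were taken by name, all ribosomal protein genes against all ribosome biogenesis genes, r was 0.055 (permutation p = 0.67). Other pairs of clusters were related more strongly, with r = -0.948 for clusters 2 and 7 and -0.841 for clusters 2 and 6. Further pairs moved together, such as clusters 6 and 7 with r = 0.808. The clusters were drawn from these same samples, and the p is against no relation, so it does not set clusters 1 and 8 apart from other pairs.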

The behavior of cluster 8 could be accounted for by well known biochemical interactions that TBP engages in. Accounting for the pattern in cluster 1 as a direct effect of TBP required TBP to possess biochemical activities that are the opposite of its known activities. Since there is no basis for such supposition, we interpret the inverse relationship between clusters 1 and 8 as cluster 8 genes being the predominant inhibitor of cluster 1 genes, rather than TBP reversing its activity. 

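Of 137 ribosomal protein genes taken by name, 35 are in cluster 8, 16 in cluster 9 and 73 in no cluster. They make up 12.4% of cluster 8. Of 143 ribosome biogenesis genes, 71 are in cluster 1 and 55 in none, and they make up 21.0% of cluster 1. Deletion of SPT3 raised the ribosome biogenesis genes as a group, to a median log2 ratio of 0.53 (standard error 0.11, n = 2 arrays, adjusted p = 1.43e-05). Of 140 measured, 83 rose and 3 fell, and 93 rose when adjusted over the list alone. CGR1, which processes the large subunit's RNA, had a log2 ratio of 1.49 (standard error 0.21), the helicase gene DBP7 had 1.21 (standard error 0.20), and IMP3, a component of the small subunit processome, had 1.19 (standard error 0.18). TBP(V161R) in the wild-type strain raised the group by 0.34 (standard error 0.07, n = 4 arrays, adjusted p = 7.67e-05). Both lists were compiled by name and are narrower than the paper's groups, which also take in mitochondrial ribosomal proteins, translation factors and genes of tRNA processing.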

Strikingly, cluster 8 genes encode predominantly ribosomal proteins whereas cluster 1 genes are involved predominantly in ribosomal biogenesis (Table 1, rows 3 and 4), suggesting that ribosomal protein genes or their products down-regulate ribosomal biogenesis genes. In support of this notion, cluster 1 genes are highly enriched with genes that are up-regulated when ribosomal protein genes are deleted (Table 1, row 26).

Cluster 2 genes were up-regulated only in *spt3Δ *strains. However, ChIP-chip occupancy measurements indicated that Spt3 was not present at these genes in wild-type strains (data not shown), suggesting that the changes in gene expression are likely to be an indirect consequence of physiological adjustments to the constitutive absence of Spt3. 

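SER3 (YER081W), an enzyme of serine synthesis, and CHA1 (YCL064C), the serine and threonine deaminase, had the largest rises in the spt3Δ strain with null TBP, where SER3 reached a log2 ratio of 2.66 (standard error 0.29, adjusted p = 6.81e-12) and CHA1 1.66 (standard error 0.40, adjusted p = 0.000539) over 2 arrays. Cluster 2 as a whole had a median log2 ratio of 0.56 (standard error 0.05, n = 2 arrays, adjusted p = 1.06e-19), and 241 of its 327 measured genes rose, or 255 when adjusted over the list alone. The cluster was drawn from these same samples by the study, so its count is not independent evidence of the direction. Proteasome genes, some of them in this cluster, rose too. Of 37, 24 were higher (27 when adjusted over the list alone), by a median of 0.42 (standard error 0.05, adjusted p = 1.62e-10). PRE7, a subunit of the core particle, had 0.91 (standard error 0.14). Cluster 2 rose in all 26 conditions that lack SPT3, with a median of 0.56 over conditions, and in 22 of 35 conditions that have it, with a median of 0.11. The difference between the strains without and with SPT3 was 0.44 (standard error 0.01, adjusted p = 1.17e-55) and, on arrays of the same array design, 0.46. This p reflects the spread between arrays. The deletion is present in 2 strains only, both with the 2 micron plasmid and the longer induction. SER3 also rose with TBP(V161R) in the wild-type strain, by 1.54 (standard error 0.21, adjusted p = 9.03e-09) over 4 arrays.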

Cluster 7 genes were down-regulated only in *spt3Δ *strains. 

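SPI1 (YER150W), which encodes a cell wall protein, and PHO84 (YML123C), the high-affinity phosphate transporter, were among the cluster 7 genes that fell most in the spt3Δ strain with null TBP. SPI1 had a log2 ratio of -2.84 (standard error 0.25, adjusted p = 2.82e-16) and PHO84 of -3.40 (standard error 0.85, adjusted p = 0.000839), over 2 arrays. The median of cluster 7 was -0.74 (standard error 0.05, n = 2 arrays, adjusted p = 6.68e-26), with 196 of 244 measured genes lower and 206 when adjusted over the list alone. The cluster was drawn from these same samples by the study, so its count is not independent evidence of the direction. Genes of phosphate uptake and storage went the same way, with 10 of 16 lower (12 when adjusted over the list alone) and a median of -1.09 (standard error 0.31, adjusted p = 0.00256), among them SPL2 at -2.68 (standard error 0.63) and the acid phosphatase gene PHO5 at -2.58 (standard error 0.58). Without array 4-057A, the phosphate genes had a median of -0.60, and PHO84, SPL2 and PHO5 had -2.78, -2.27 and -2.01, none of which passed the test. Cluster 7 fell in all 26 conditions without SPT3 (median -0.65) and in 12 of 35 with SPT3 (median -0.06), where it rose in 1. The strains differed by -0.57 (standard error 0.01, adjusted p = 7.56e-63). That p reflects the spread between arrays and not between independent deletion strains, of which there are 2. Deletion of TAND alone gave cluster 7 a median of -0.25 (standard error 0.05, n = 2 arrays, adjusted p = 4.15e-06), with 39 of 240 genes lower and 63 when adjusted over the list alone. RGI2, a gene of respiratory growth in cluster 7, had -2.18 (standard error 0.36, adjusted p = 1.06e-05) there.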

Cluster 7 was enriched with genes involved in Ty transposition (Table 1, row 10), which is particularly Spt3 dependent [49]. Because of the possibility of unique regulation of Ty elements and the potential for long-term physiological adjustments to the constitutive *spt3 *deletion, cluster 7 genes were not modeled.

Almost all of cluster 10 genes were restricted to chromosomes XI and XII (Figure S6 in Additional data file 1), suggesting that the highly mutated strains that demarcate this cluster underwent duplications of chromosomes XI and XII. Therefore, the apparent increase in expression is likely due to an increase in gene copy number, and thus was excluded from the analysis.

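Cluster 10 holds 306 genes, of which 181 lie on chromosome XII and 96 on chromosome XI, together 90.5%. In the taf1(ΔTAND) spt3Δ strain with TBP(V161R F182V), 292 of 302 measured genes of the cluster rose, with a median log2 ratio of 1.01 (standard error 0.07, n = 2 arrays, adjusted p = 1.05e-24). With TBP(K145E V161R) in the same strain, 205 of 303 rose, with a median of 0.52 (standard error 0.07, n = 2 arrays, adjusted p = 5.39e-11). The study chose the cluster on these samples, so neither count is independent evidence. The largest rises were those of NCW2 (YLR194C), a cell wall gene, at 2.25 and 1.42, PUT1 (YLR142W), a gene of proline degradation, at 2.08 and 1.45, SHM2 (YLR058C), a serine hydroxymethyltransferase gene, at 1.91 and 1.66, and IMD2 (YHR216W), an IMP dehydrogenase gene on chromosome VIII, at 2.07 and 1.58. Taken over all genes of the chromosome and not only over cluster 10, the median for TBP(V161R F182V) was 0.95 on chromosome XII (standard error 0.06, adjusted p = 1.54e-22) and 0.91 on chromosome XI (standard error 0.10, adjusted p = 7.01e-12). For TBP(K145E V161R) it was 0.49 (SD 0.67, n = 2) and 0.42 (SD 0.72, n = 2), because array 5-043B had 0.96 and 0.93 and array 5-029A had 0.02 and -0.08. Without array 5-043B neither chromosome passed the test, and the rise of NCW2 in this condition did not pass either (0.50).

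**Figure D1:**
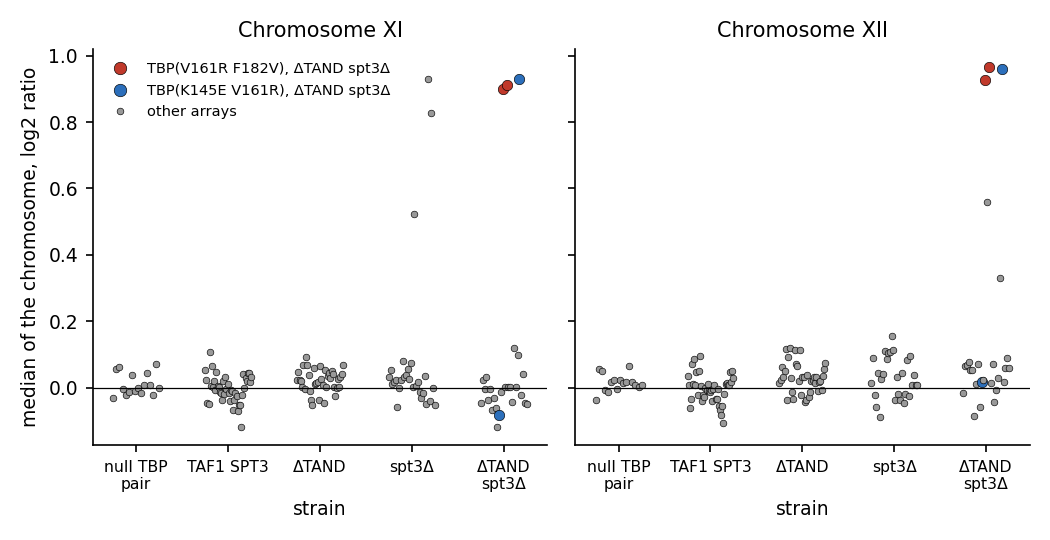
Median log2 ratio of all genes of chromosome XI and of chromosome XII on each array, by strain. Each point is 1 array; both TBP(V161R F182V) arrays of the taf1(ΔTAND) spt3Δ strain lie near 0.90 or above on both chromosomes, and of the TBP(K145E V161R) arrays 1 does and 1 lies near 0.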

### Testing the TBP regulatory network through genome-wide occupancy assays and expression profiling

Clusters 3-6 and 8-9 represent six classes of genes that display dependencies on different parts of the TBP regulatory network. The challenge is to determine whether the flux constants governing the network can be fit with values that recapitulate these dependencies. A proper fit requires a match between actual changes in gene expression, when a section of the network is genetically impaired, and changes that are simulated when the relevant flux constant(s) is/are altered in value. An important caveat here is that a good fit does not necessarily indicate that the model is correct since there are more degrees of freedom than there are observations to constrain the model. Nevertheless, the modeling provides a tool for integrating and interpreting massive genomic data sets into a plausible conceptual model.

To enhance the accuracy of the modeling and assist in identifying suitable values for the flux constants, we employed additional types of data. First, the flux constants were empirically set so as to recapitulate the relative transcription frequencies that have been experimentally measured [3] for genes in each of the six clusters. Next, we turned to measured promoter occupancy levels of individual components of the network using genome-wide ChIP-chip data [50]. We examined SAGA (Spt3 subunit), NC2 (Bur6 subunit), Mot1, TFIID (TAF1, TAF5, TAF6, and TAF9 subunits), TBP, and pol II (Rpb1, Rpb2, and Rpb7 subunits). For a particular cluster, the flux constants governing the 16 reaction segments shown in Figure 1 were adjusted such that a single set of values optimally recapitulated the relative occupancy level of each of these components as well as transcriptional output. Figure 4a compares simulated versus actual levels of RNA output and factor occupancy. The average correlation coefficient for these relationships was 0.8, which indicates a good fit between the model and the experimental data.

To simulate the experimental effect of each mutation that perturbs the TBP regulatory network, the flux constants for the relevant reaction segments were altered, and steady-state RNA output reported (see Additional data file 3). We allowed only those flux constants that are justifiably governed by the interaction being mutated to change, and only in the direction expected of the mutation, thereby constraining the degrees of freedom. For example, the impact of the NC2-defective TBP(F182V) mutation was simulated by reducing the flux constant for reaction segments 8 and 11, which govern the association of NC2 with TBP (illustrated in Figure 1). For multiple mutations, the relevant flux constants were set at or near to the values for the single mutations allowing an approximate three-fold tolerance. This tolerance attempts to accommodate the possibility that one mutation might influence the effect of other mutations.

Figure 4b compares simulated changes in RNA output upon network perturbation to experimentally measured changes when the network is perturbed by mutations. There was a remarkable correspondence (R = 0.8), indicating that the modeled changes can largely account for the experimentally observed changes. 

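Cluster 6, which includes genes of carbohydrate and energy metabolism, had the closest match between simulated and measured changes, with r = 0.882 over 52 conditions and a root mean square difference of 0.16 on the log2 scale. Cluster 4, with sporulation and PAU genes, followed with r = 0.762, cluster 5 with 0.71, cluster 8 with 0.669 and cluster 9 with 0.548. Cluster 3, which includes genes of amino acid and sterol synthesis, had the lowest r, 0.442 (permutation p = 0.00089). Over the 315 pairs of condition and cluster, in 53 conditions, Pearson's r was 0.786 and Spearman's rho was 0.831, each with a two-sided permutation p of 1e-05, the smallest that the permutations can give, and an adjusted p of 1e-05 over 10 ways to compute the relation. Without the 2 farthest points r was 0.784. Within the strains with SPT3 r was 0.848 over 159 pairs, and without SPT3 it was 0.731 over 156. Pairs from 1 condition are not independent of each other. The paper fitted its flux constants so that simulated and measured changes match, so the p is not independent evidence for the model. Simulations without a TBP allele were paired with the null or wild-type TBP condition that lay closest to the paper's measured value. In 265 reassignments of the simulated values to another cluster, r ran from -0.456 to 0.548 with a median of -0.047. From this correspondence the paper concludes that the changes built into the model can largely account for the changes observed by experiment (Fig. 4b).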

To assess the specificity of modeling we randomly assigned each set of cluster-specific values to a different cluster and re-ran the analysis. As expected, no substantial correlation was observed (data not shown), indicating that the flux parameters for each cluster are likely to generate a unique or limited number of solutions.

As a further test of the core mechanism illustrated in Figure 1, we examined whether a simulated perturbation to the TBP regulatory network could predict changes in TBP occupancy at promoters measured by ChIP-chip. Figure 4c compares the simulated and experimental data for changes in TBP occupancy in a *taf1*(*ΔTAND*) strain harboring both wild-type TBP and the TBP(F182V) mutation. With the exception of cluster 5, the simulation correlated with the experimental data (R = 0.56). The alternative outcome for cluster 5 illustrates the value of the simulation, in that it suggests that the mechanism and/or initialized flux constants need to be adjusted for cluster 5 genes, and thus requires further investigation. Deviation of the expression data from the simulated data for cluster 5 is also apparent in Figure 4b (red symbols). 

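Genes of cluster 5, such as SGA1, which encodes a glucoamylase of sporulation, and the vitamin B6 gene SNZ3, were the farthest from the simulation. The root mean square difference in cluster 5 was 0.44 on the log2 scale, next to 0.30 in cluster 4 and 0.17 in cluster 8. It came mostly from strains without SPT3. In 26 conditions that lack SPT3, the simulated mean of -0.64 stood against a measured mean of -0.22, with a root mean square difference of 0.58. In 27 conditions with SPT3 the means were 0.18 and 0.06, and the difference was 0.25. With cluster 5 left out, r between simulated and measured values was 0.836 over 262 pairs (rho = 0.867).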

Taken together, the correlations between the simulated and experimental data for transcription frequency, ChIP-chip occupancy, and expression profiling suggest that the core mechanism illustrated in Figure 1 is a plausible prototype of the genome-wide TBP regulatory network.

### A TBP regulatory network tailored to sets of genes

Given the ability of the core mechanism to act as a template for simulating the behavior of each cluster, we next tailored the basic network model shown in Figure 1 to reflect actual behavior. In Figure 5, each model is drawn to reflect the 'flow' of TBP regulation that leads to PIC assembly and RNA production. Thicker arrows and thicker lines denote higher levels of flux through that portion of the network. We interpret these models as follows: PIC assembly at cluster 9 is dominated by the TFIID assembly pathway, and so the arrow governing TFIID association and the line representing the promoter are drawn thicker. The SAGA pathway also participates in cluster 9 but contributes little to RNA production because NC2 and Mot1 shunt this pathway in a nonproductive direction. 

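GPH1 (YPR160W), which encodes glycogen phosphorylase and belongs to cluster 6, had a log2 ratio of -3.27 (standard error 0.40, adjusted p = 4.58e-10) in the spt3Δ strain with null TBP. Of 17 measured genes of glycogen and trehalose metabolism 14 fell, with a median of -0.93 (standard error 0.13, n = 2 arrays, adjusted p = 1.78e-09). So did 7 of 8 measured glycolysis genes, with a median of -0.56 (standard error 0.13, adjusted p = 0.000165). The glycolysis median was -0.38 without array 4-051A and no longer passed the test. Over all of cluster 6 the median was -0.73 (standard error 0.05, n = 2 arrays, adjusted p = 4.31e-23), and 272 of 346 genes fell, or 287 when adjusted over the list alone. TBP(V161R), with SPT3 present, gave the cluster a median of -0.49 (standard error 0.04, n = 4 arrays, adjusted p = 8.67e-22), with 250 of 313 genes lower and 263 when adjusted over the list alone. AGP1 (YCL025C), a broad amino acid permease, fell by 1.45 on the log2 scale (standard error 0.15, n = 4, adjusted p = 1.2e-12). Both counts are of a cluster defined on these samples and are not independent evidence of its direction. Between strains without and with SPT3 the cluster differed by -0.54 (standard error 0.01, adjusted p = 8.68e-58). Arrays are the replicates in this p, and only 2 strains carry the deletion.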

Cluster 6 on the other hand is dominated by the SAGA pathway, possibly due to the presence of a TATA box at these genes (Table 1, row 17) that is linked to the SAGA pathway [23]. Cluster 8 is dominated by the nonproductive TBP pathway. Here, NC2 and Mot1 function positively in transcription by dismantling this inhibitory pathway. Cluster 4 genes are lowly expressed due in part to blockage of TBP by dimerization and TAF1 TAND interactions.

This TBP regulatory network accommodates much of the biochemical, genetic, and genomic data on TBP, making it particularly compelling and useful for rationalizing the functional significance of the clustering patterns and predicting experimental outcomes. In particular, the network has the following features. First, it allows the three assembly pathways (TFIID, SAGA, and nonproductive) illustrated in Figure 5 to operate in competition and, therefore, influence each other. Hence, regulation of the SAGA pathway can influence contributions by the TFIID pathway. Second, when one pathway is diminished, as in an *spt3Δ *strain, the other pathway is allowed to compensate, providing a limited degree of functional redundancy, as has been proposed for these two assembly pathways [21,22]. Third, inhibitors of TBP, such as Mot1 and NC2, can produce a net negative or net positive effect (or no effect) on transcription, as has been observed [25,26,33], depending upon which of the three assembly pathways predominately governs RNA output. Importantly, the model provides predictive power for designing, conceptualizing and analyzing genome-wide expression and ChIP microarray data as it relates to the TBP regulatory network.

### Design logic behind the TBP regulatory network

As demonstrated here, the flow of the TBP regulatory network is not uniform for all genes. Rather, it is tailored to specific genes. The question arises as to whether this tailoring is randomly placed or whether genes involved in a specific process utilize the TBP regulatory network in the same way. To address whether genes within a cluster have related functions, we examined if any of approximately 1,500 genome-wide properties that characterize yeast genes were particularly enriched within each cluster (Additional data file 4). A selected subset of these relationships is presented in Table 1. Most clusters were enriched with genes that belonged to a particular cellular process (rows 3-11). For example, cluster 4 was enriched with sporulation genes and cluster 8 with ribosomal protein (RP) genes. Thus, genes involved in the same process tend to be regulated by the TBP regulatory network in the same way. 

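Of 43 mid-phase sporulation genes, a list taken by name, 12 are in cluster 4, where they make up 3.6% of its genes, and 20 are in no cluster. SPO19 (YPL130W), a meiosis-specific gene of the prospore membrane, had the largest rise of all named genes in the taf1(ΔTAND) strain with TBP(V161R), with a log2 ratio of 3.10 (standard error 0.16, adjusted p = 2.81e-29) over 4 arrays. The protein kinase gene SPS1 had 1.33 (standard error 0.17) and GAS4, which acts in spore wall assembly, had 1.06 (standard error 0.10). The sporulation list as a whole rose by a median of 0.49 (standard error 0.05, n = 4 arrays, adjusted p = 1.21e-14), with 23 of 36 measured genes higher and 1 lower, the B-type cyclin gene CLB6 at -0.36 (standard error 0.12). CLB6 was picked out after its value was seen and did not pass without array 1-115. With TAND present, TBP(V161R) raised it by 0.21 (standard error 0.05, n = 4 arrays, adjusted p = 0.000205), and 14 of 37 genes rose, among them SSP2 at 0.68 (standard error 0.13). Early meiotic genes, 5 of which are in cluster 4, rose with TBP(V161R) in the taf1(ΔTAND) strain as well, 15 of 19 of them, by a median of 0.64 (standard error 0.06, n = 4 arrays, adjusted p = 1.26e-16). Of 70 measured ribosomal protein genes, 34 fell in this condition, with a median of -0.34 (standard error 0.07, adjusted p = 1.42e-05).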

Below, we summarize some insights into the design logic.

RP genes encode physical components of the ribosome and are quintessentially TFIID-regulated and TATA-less [22,23,51]. However, computer modeling of RP-enriched cluster 8 genes (Figure 5, as well as the data in Figure 3) suggest that they are not only positively regulated by SAGA (Spt3) but are also positively regulated by the TBP inhibitors NC2 and Mot1. 

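In the spt3Δ strain with null TBP, the cluster 8 genes had a median log2 ratio of -0.28 (standard error 0.05, n = 2 arrays, adjusted p = 2.12e-06), with 110 of 274 genes lower and 2 higher, or 112 lower when adjusted over the list alone. With the NC2-defective TBP(F182V), the median was -0.24 (standard error 0.05, n = 2 arrays, adjusted p = 5.52e-05), and 56 of 255 genes fell and 1 rose, or 58 lower when adjusted over the list alone. ARG2 (YJL071W), the acetylglutamate synthase of arginine synthesis, is a cluster 8 gene outside the ribosome and had -0.76 (standard error 0.15, adjusted p = 2.47e-05). With the Mot1-defective TBP(K145E), the median was -0.12 (standard error 0.05, n = 2 arrays, adjusted p = 0.0403), while 0 of 259 genes passed the test alone in limma. The clusters were drawn by the study on these samples, so the counts are not independent evidence of the direction. Cluster 8 fell in all 26 conditions that lack SPT3, where its median over conditions was -0.45, and in 30 of 35 that have it. The arrays of TBP(F182V) gave -0.33 and -0.15, and those of TBP(K145E) -0.19 and -0.06. Without array 1-130 the median with TBP(F182V) was -0.16, and without array 5-005B that with TBP(K145E) was -0.07, and neither then passed the test, nor did ARG2 without array 1-130 (-0.52). In own K-means clusters the medians were -0.04 and -0.06, and neither passed, over a cluster of 512 genes that is also the match of cluster 7.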

To assess the validity of these conclusions, we turned to published genome-wide ChIP-chip occupancy data of these factors and genome-wide expression profiles in NC2 and Mot1 mutants. Genome-wide promoter occupancy data of Spt3 (SAGA), Bur6 (NC2), Mot1, TAF1 (TFIID), and TBP [50,52] were transformed into percentile scores (ranging from 0 to 1) so that their relative contribution across clusters could be assessed. For each cluster from Figure 3 as well as for RP and ribosomal biogenesis (RB) genes, the bar graphs in Figure 6a display deviations from the genome-wide median (defined as 0.5). Strikingly, compared to all other clusters, the RP genes possessed the highest occupancy levels of SAGA, NC2, and Mot1 (as well as TFIID). However, RP genes displayed a rather modest transcriptional dependency on SAGA, NC2, and Mot1 (Figure 6b). Thus, the SAGA pathway assembles at RP genes but contributes modestly to transcription of these genes, which is consistent with the modeling of RP-enriched cluster 8 and 9 (Figure 5).

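Ribosomal protein genes taken by name fell with TBP(F182V), with a median log2 ratio of -0.30 (standard error 0.10, n = 2 arrays, adjusted p = 0.00602). Of 111 measured, 28 fell and 2 rose, and 36 fell when adjusted over the list alone. RPS18B and RPS17B, which encode proteins of the small subunit, had -0.74 (standard error 0.16, adjusted p = 0.000188) and -0.64 (standard error 0.20, adjusted p = 0.012). The 2 that rose, named after their values were seen, were RPL41A at 0.65 (standard error 0.23) and RPS13 at 0.48 (standard error 0.16). With TBP(K145E), the group had a median of 0.03 (standard error 0.10, n = 2 arrays, adjusted p = 0.824), and RPS30B alone of 113 genes passed the test, upwards, at 0.96 (standard error 0.20, adjusted p = 0.0034). It was singled out after its value was seen and did not pass without array 5-005B. In the spt3Δ strain with null TBP, the median was 0.06 (standard error 0.10, n = 2 arrays, adjusted p = 0.684). Of 121 genes 8 rose, RPL13A at 0.66 (standard error 0.12) and RPL18B at 0.57 (standard error 0.13) among them, and 2 fell, RPL27B at -0.50 (standard error 0.16) and RPS7B at -0.47 (standard error 0.12), which were also chosen after their values were seen. When adjusted over the list alone, 3 rose and 1 fell. Without array 1-130 the median with TBP(F182V) was -0.21 and did not pass the test. RPL41A and RPS13 did not pass without array 1-128 (0.78 and 0.40) or 1-130 (0.53 and 0.57), nor RPS18B and RPS17B without 1-130 (-0.53 and -0.36). RPL27B did not pass without array 4-051A (-0.44) or 4-057A (-0.55), RPL18B without 4-057A (0.47) and RPS7B without 4-051A (-0.39).

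**Figure D2:**
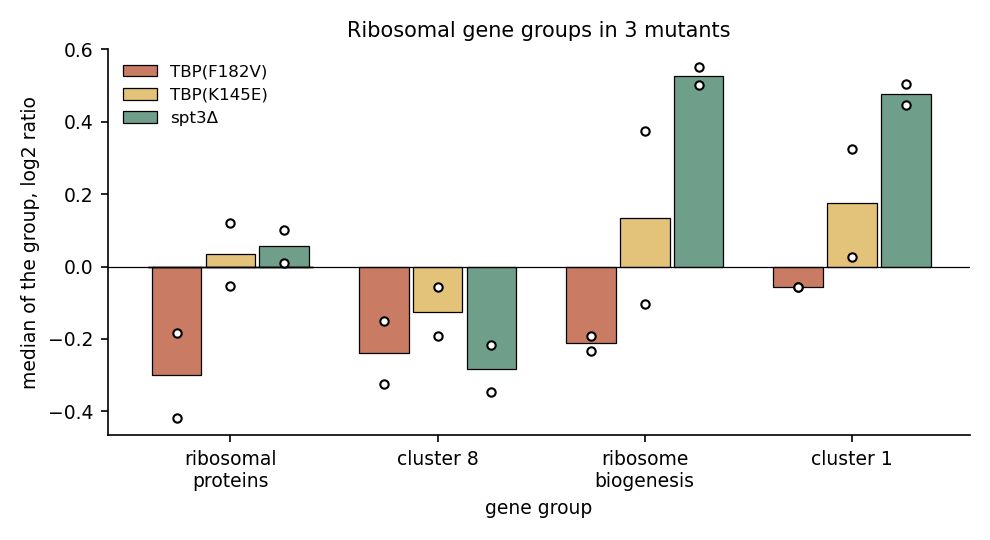
Median log2 ratio of 4 groups, the ribosomal protein genes, cluster 8, the ribosome biogenesis genes and cluster 1, with TBP(F182V), with TBP(K145E) and in the spt3Δ strain with null TBP. Bars are means and points are the 2 arrays of each condition; the ribosomal protein genes are at -0.30, 0.03 and 0.06.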

Clusters 3, 5, and 6 were enriched with genes involved in distinct metabolic processes, including amine metabolism, alcohol/sterol metabolism, and energy production, respectively. Genes in these clusters tended to rely on the more tightly controlled SAGA pathway and were negatively regulated by NC2 and Mot1 to varying degrees, resulting in distinct flow patterns in their assembly pathways (see Figure 5). 

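With the NC2-defective TBP(F182V), all 3 clusters rose. Cluster 5 had a median log2 ratio of 0.76 (standard error 0.04, n = 2 arrays, adjusted p = 9.81e-30), with 238 of 305 genes higher (255 when adjusted over the list alone), and cluster 3 had 0.69 (standard error 0.03, n = 2 arrays, adjusted p = 5.86e-32), with 156 of 200 higher (172 when adjusted over the list alone). Cluster 6 had 0.31 (standard error 0.05, n = 2 arrays, adjusted p = 3.03e-07), with 96 of 316 higher (110 when adjusted over the list alone). Genes of sterol synthesis, which belong mostly to clusters 3 and 5, rose in 18 of 25 cases, by a median of 0.71 (standard error 0.06, adjusted p = 2.24e-18), with ERG5 at 1.39 (standard error 0.19). TBP(K145E) raised cluster 3 by 0.24 (standard error 0.03, n = 2 arrays, adjusted p = 4.5e-09), with 15 of 197 genes higher (36 when adjusted over the list alone), and cluster 5 by 0.18 (standard error 0.04, n = 2 arrays, adjusted p = 0.000187), with 10 of 311 higher (22 when adjusted over the list alone). Cluster 6 did not pass the test there, at 0.03 (standard error 0.05, adjusted p = 0.728). In the spt3Δ strain with null TBP, cluster 5 fell, with a median of -0.35 (standard error 0.04, adjusted p = 4e-12), with 147 of 330 genes lower, while cluster 3 rose by 0.27 (standard error 0.03, adjusted p = 8.96e-11), with 82 of 219 genes higher and 4 lower. Amino acid synthesis genes, 12 of which are in cluster 3, moved both ways in that strain, with 17 of 56 higher and 7 lower. The median of their list was 0.23, and 0.18 to 0.28 with 1 array left out. These clusters were defined on the same samples, so the counts are not independent evidence of their direction. Without array 5-001B, the rise of cluster 5 with TBP(K145E) was 0.13 and did not pass the test.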

The distinction between pathways 5 and 6 might indicate the presence of a regulatory step between TBP loading and PIC assembly (see asterisks in Figure 5), which is in line with previous suggestions of post-recruitment regulation [53,54].

Cluster 4 genes are very lowly expressed during exponential growth as might be expected of their enrichment with mid-phase sporulation genes (Table 1, rows 9 and 12). These genes appear to be inhibited in part by the functionally redundant action of TBP dimerization and the TAF1 TAND domain, and thus are related to cluster 4 in [42]. They tend to reside in the repressive environment of subtelomeric regions, where they are generally inhibited by the Hda1 histone deacetylase, the Ssn-Tup1 complex, and the methyltransferase Set1 (Table 1, rows 31-33). 

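TBP(V161R) and deletion of TAND together raised cluster 4 more than the sum of both. TBP(V161R) in the wild-type strain gave cluster 4 a median log2 ratio of 0.36 (standard error 0.04, n = 4 arrays, adjusted p = 4.59e-14), with 167 of 287 genes higher (186 when adjusted over the list alone). Deletion of TAND with null TBP gave -0.08 (standard error 0.05, n = 2 arrays, adjusted p = 0.216). TBP(V161R) in the taf1(ΔTAND) strain gave 0.72 (standard error 0.04, n = 4 arrays, adjusted p = 3.14e-30), with 271 of 299 genes higher (276 when adjusted over the list alone). The difference between this value and the sum of the single effects was 0.44 (standard error 0.08, adjusted p = 3.18e-06). HXT14 (YNL318C), a member of the hexose transporter family, had log2 ratios of 1.29 (standard error 0.14) with TBP(V161R) and 2.41 (standard error 0.14) when TAND was deleted too. THI4 (YGR144W), an enzyme of thiamine synthesis, had 1.06 (standard error 0.11) and 1.90 (standard error 0.11). Of 27 PAU family genes, 22 rose with TBP(V161R) (24 when adjusted over the list alone), by a median of 0.48 (standard error 0.08, adjusted p = 5.17e-08), and 26 rose in the taf1(ΔTAND) strain, by 0.89 (standard error 0.08, adjusted p = 2.63e-18). Across all genes, TBP(V161R) changed 1665 of 5446 (651 higher, 1014 lower), and deletion of TAND with null TBP changed 172 of 5805 (68 higher, 104 lower). The last count was 34 without array 1-022 and 62 without array 1-062, and it was 338 after scale normalization between arrays, 104 on arrays of the same design and 61 with array weights. The cluster was chosen by the study on these samples and is not independent evidence of its direction.

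**Figure D3:**
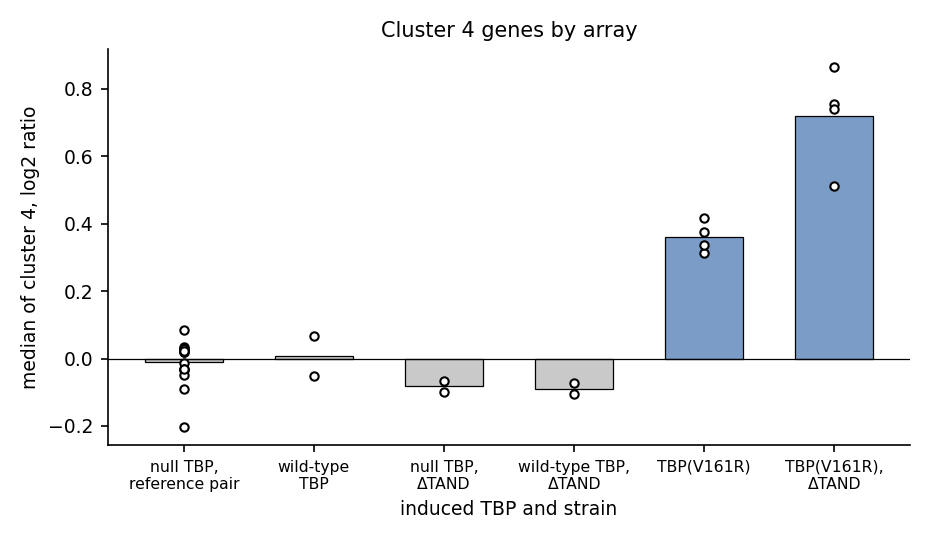
Median log2 ratio of cluster 4 on each array (points) with the mean of each condition (bars), for null, wild-type and V161R TBP in the wild-type and taf1(ΔTAND) strains. The 4 arrays of TBP(V161R) run from 0.31 to 0.42 and the 4 in the taf1(ΔTAND) strain from 0.51 to 0.86.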

Cluster 4 genes, therefore, are likely to be maintained in a low transcriptional state by a variety of repression mechanisms, including those in the TBP regulatory network. The multiple levels of repression associated with cluster 4 genes might reflect the critical need to keep potentially detrimental sporulation genes inactive during vegetative growth. Consistent with their potential toxicity, any combination of mutants used in this study that resulted in elevated expression of cluster 4 was also found to be toxic to cell growth (Figure S3 in Additional data file 1).

The boundaries of SIR-mediated (Silent Information Regulator) repression extending from telomeric into subtelomeric regions along the chromosome are thought to be defined in part by the counteraction of bromodomain factor Bdf1 [55]. Since cluster 4 genes typically reside in these regions [42], we were surprised to find that they were not particularly repressed by SIR proteins or activated by Bdf1. They were, however, highly dependent upon *BDF2 *(Table 1, row 24), which is the paralog of *BDF1*. Little is known about *BDF2*, except that it is nonessential when *BDF1 *is present, and loss of this gene affects the expression of very few genes [55-57]. The linkage between cluster 4 and genes that tend to be more Bdf2-dependent provides a novel distinguishing feature between Bdf1 and Bdf2. While Bdf1 might be specialized to counteract SIR-mediated repression [55], in addition to its function with TFIID, Bdf2 might be particularly suited to operate in repressive environments that do not involve SIR repression.

## Conclusion

The study presented here suggests how the TBP regulatory network might be constructed. Rather than TBP regulators functioning equivalently at all genes or selectively at nonoverlapping sets of genes, they take on net negative or positive roles depending upon many factors, including whether TFIID or SAGA regulation predominates, and where the rate-determining step lies. Importantly, a single TBP regulatory network is applicable genome-wide, with genes involved in related biological processes being regulated by specific nodes in the network. Gene-specific regulators are likely to control the 'flow' of assembly through specific nodes. This TBP regulatory network is necessarily part of a much larger global gene regulatory network that includes regulation of activators, chromatin, and transcription elongation.

## Materials and methods

### Strains and plasmids

All strains were derived from Y13.2 (*MATα ura3-52 trp1Δ-63 leu2*, *3-112 his3-609 taf145Δ pYN1-TAF1*) [58]. The wild-type and ΔTAND strains have been previously described [42]. The *spt3Δ *and ΔTAND *spt3Δ *strains were constructed as derivatives of the above strains by replacement of the endogenous *SPT3 *gene with a PCR amplified *kanMX *cassette through homologous recombination [59]. Single mutant plasmids carrying the galactose inducible version of TBP on a CEN/ARS plasmid have been previously described or were constructed by site-directed mutagenesis from the wild type [47]. Double and triple mutant combinations were constructed by standard sub-cloning methods from the single mutant plasmids or by using site-directed mutagenesis when there were no suitable restriction enzyme sites available. The 2u version of the wild-type TBP plasmid was constructed through sub-cloning by exchanging a *Sca*I/*Cla*I fragment containing the CEN/ARS replication origin with a *Sca*I/*Cla*I fragment containing the 2u origin found in the pRS425 plasmid. This created p2uLF-yTBP(wt)(GAL10), which the various TBP mutants were introduced into by sub-cloning. All newly created plasmids were verified by sequencing.

### Cell growth for microarrays and immunoblot analysis

Transformants carrying the TBP plasmids were grown in CSM-Leu-Trp + 3% raffinose liquid media until they reached an OD_600 _= 0.65-0.8. Aliquots were removed (-galactose) for immunoblot analysis (Figure S2 in Additional data file 1). Expression of the TBP was induced by addition of galactose to a final concentration of 2%. The wild-type and ΔTAND strains contained the CEN/ARS version of the plasmids, which was induced for 45 minutes while the *spt3Δ *and ΔTAND *spt3Δ *strains carried the 2u version of the plasmids, which was induced for three hours. After induction, an aliquot (+ galactose) was removed prior to harvest. Anti-yTBP immunoblotting was performed on the -/+ galactose aliquots to monitor expression of the endogenous and Gal-inducible TBPs.

### Microarray expression analysis

Genome-wide changes in mRNA levels were measured using microarrays containing spotted PCR products of every open reading frame (ORF). The reference sample for all arrays was a wild-type strain expressing a null TBP that was treated identically and in parallel with the test samples. Cell harvesting, RNA extraction, and hybridization was performed as described previously [42]. Expression analyses of all test versus reference combinations were repeated at least twice, incorporating a dye-swap of the test and reference samples, with mRNA isolated from two independent transformants (biological replicates). Data were mode normalized and filtered for significant changes in gene expression essentially as described [42]. First, the signal intensities for each channel, as determined by subtracting the background median from the foreground mean signal, was required to be greater than 1 standard deviation above the local background signal. Second, ratios changed in the same direction in each replicate. Third, the average log ratio of replicates was at least two standard deviations from the mean ratio for that gene in the homotypic data set. The value used for the standard deviation was the greater of either the gene specific standard deviation or the pooled (all genes) standard deviation. Fourth, *p *values of the average log ratio when compared to the homotypic data set were <0.005. These criteria resulted in very few false positives when applied to independent homotypic experiments. Figure 3 included additional filters: fifth, fold changes in gene expression were >1.5; and sixth, data were present in 60% of the 63 experiments for any gene. Processed data are available in Additional data file 2. A portion of the data from Figure 3 was obtained from [42,48]. Raw data are accessible at GEO [60] under series accession number GSE7385. Expression data for *bur6-1 *and *mot1-14 *was obtained from [25,30].

### Genome-wide ChIP-chip analysis

Cell growth for TBP(F182V) ChIP-chip analysis was identical to cell growth for the expression analysis. After the 45 minute galactose induction, cultures were immediately crosslinked at 25°C for 2 h with 1% formaldehyde. The test strain contained TBP(F182V) and the reference strain contained wild-type TBP, both in a *taf1*(*ΔTAND*) strain harboring endogenous wild-type TBP. Two biological replicates were hybridized to microarrays containing spotted PCR amplified intergenic regions, as described [23], with the following modifications. Sonication was performed for 18 sessions and after removal of an input sample. Galactose-induced TBP was immunoprecipitated with hemagglutinin (HA) antibodies. Signal intensities were calculated as described for expression arrays and filtered to remove any spots whose signal in either channel was less than one standard deviation above local background. The data for promoter-containing intergenic regions was normalized by setting the log_2 _ratio of all nonpromoter containing intergenic regions (tail-to-tail regions) equal to zero, followed by averaging the normalized log_2 _ratios of replicates.

Genome-wide occupancy data for SAGA (Spt3), NC2 (Bur6), Mot1, TFIID (TAF1, TAF5, TAF6, TAF9), and pol II (Rpb1, Rpb2, Rpb7) were obtained from [50,52]. Occupancy values are defined as the ratio of the chIP signal/control signal, where the control represents signal generated from nonspecific contamination of genomic DNA during immunoprecipitation using the method described in reference [61].

### Relationship analysis

The relationships to the top and bottom 10% of the expression and ChIP-chip distributions (Additional data file 4) were calculated in Excel with the data downloaded from the referenced lab or journal's websites. The percent rank of the distribution was calculated with the PERCENTRANK function. Then the number of genes that appear in the top 10% (>0.9 in PERCENTRANK) or the bottom 10% (<0.1 in PERCENTRANK) and appear in each cluster were calculated. The CHITEST function of Excel was then used to calculate *p *values from the observed and expected values. *P *values for rows 5-11 in Table 1 were calculated by GO term finder at the *Saccharomyces *Genome Database [62].

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a PDF containing supporting text and figures. Additional data file 2 is an Excel workbook that contains the log_2 _ratios of fold changes in gene expression for the data shown in Figure 3 (63 × 6,227 expression ratios), the standard deviation of each cluster, and ChIP-chip log_2 _ratios of occupancy relative to wild-type TBP for experiments that were not published elsewhere (that is, Figure 4c). Additional data file 3 is an Excel workbook containing the flux constant values for each cluster and the products of the simulation. Additional data file 4 is an Excel workbook containing *p *values for overlapping relationships between gene clusters described here and a large amount of published genomic data.

## Supplementary Material

Additional data file 1 Supporting text and figures. Click here for file

Additional data file 2 Log_2 _ratios of fold changes in gene expression for the data shown in Figure 3 (63 × 6,227 expression ratios), the standard deviation of each cluster, and ChIP-chip log_2 _ratios of occupancy relative to wild-type TBP for experiments that were not published elsewhere (that is, Figure 4c). Click here for file

Additional data file 3 Flux constant values for each cluster and the products of the simulation. Click here for file

Additional data file 4 *P *values for overlapping relationships between gene clusters described here and a large amount of published genomic data. Click here for file

## Figures and Tables

**Figure 1:**
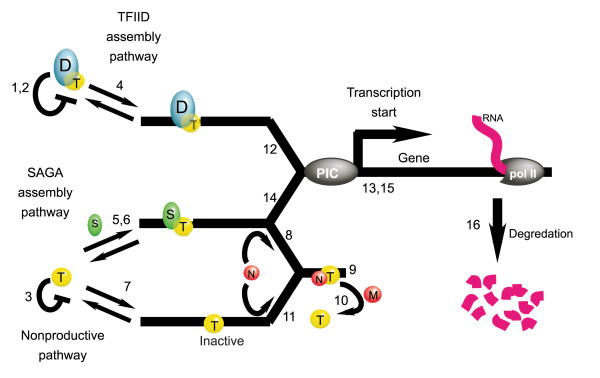
An integrated prototype of the TBP regulatory network. Three parallel assembly pathways proceed temporally from left to right along line segments that represent promoter DNA. Two pathways, directed by the multisubunit TFIID complex ('D', in cyan) and the compositionally related SAGA complex ('S', in green) lead to productive pre-initiation complex (PIC) assembly, which goes on to produce RNA. The RNA ultimately is degraded leading to a steady-state balance between production and degradation. In this model, TBP ('T', in yellow) resides as a self-inhibited dimer when not bound to DNA. Dissociation into monomers is required for DNA binding. The TAND domain of TFIID's TAF1 subunit further inhibits TBP binding to DNA along the TFIID pathway. The third pathway loads TBP onto promoter DNA in a nonproductive manner, and interferes with PIC assembly unless dissociated by the combined action of NC2 and Mot1 ('N' and 'M' in red) [24]. NC2 and Mot1 also dissociate TBP loaded via the SAGA pathway. While Mot1 dissociates TBP in the absence of NC2 *in vitro*, it appears to be linked to NC2 function *in vivo *(Figure S1 in Additional data file 1). Numbers correspond to steps defined in Figure 2a. The presence of chromatin and general transcription regulators is implicit and not shown because their contributions to PIC assembly are not being tested here.

**Figure 2:**
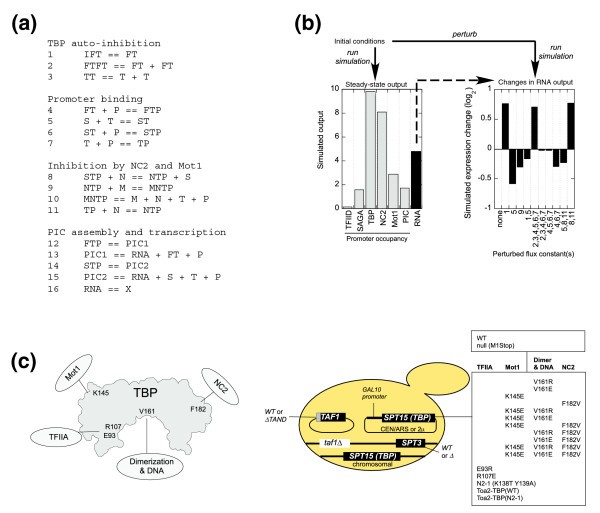
Simulation of the TBP regulatory network. **(a) **The reaction mechanism as entered into the KinTekSim program. Each numbered line represents a reaction segment governing TBP regulation and PIC assembly shown in Figure 1. The '= =' denotes forward and reverse reactions governed by 16 forward and 16 reverse "flux constants". See Additional data file 1 for definitions of terms. **(b) **Simulated output. The simulator was initiated with a set of values for species concentrations and flux constants governing each numbered reaction segment in (a) (in this example we used values from cluster 5 described below). The simulation was run to steady-state. The reported steady-state concentrations of the indicated protein-promoter complexes (gray bars, left graph) and RNA (black bar, left graph) are plotted as output in arbitrary units. In the right bar graph, the indicated flux constants governing the reaction segments defined in panel (a) were reduced to mimic the physiological effect of a mutation. Changes in RNA output resulting from the perturbation are plotted on a log_2 _scale, as is common for expression profiling. **(c) **Experimental design for probing the TBP regulatory network. The left illustration is an outline of TBP with the approximate location of amino acids targeted for mutagenesis, and the interactions that are affected. The right illustration describes the strain design. Four basic strains derived from Y13.2 were constructed that contained or lacked the TAF1 TAND domain (TFIID pathway) and contained or lacked *SPT3 *(SAGA pathway). A plasmid expressing the indicated HA-tagged TBP mutants under the control of the *GAL10 *promoter was introduced into each strain, with the exception that the TFIIA-interaction mutants were introduced only into the WT and *taf1*(*ΔTAND*) strains. TBP plasmids in the *spt3Δ *strains utilized the 2 micron origin. Since full galactose induction requires SAGA (Spt3), it was necessary to employ the 2 micron high copy plasmid and a longer induction period in the *spt3Δ *strains to achieve TBP expression levels comparable to those in wild-type *SPT3 *strains. These procedural modifications did not alter the experimental outcomes, except to provide quantitatively more robust effects (data not shown). Evidence that the TBP mutations affect the targeted interactions is provided in section 2 of Additional data file 1.

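Genes of galactose use were lower without SPT3 although both samples on each array had been treated with galactose. In the spt3Δ strain with null TBP, GAL7 and GAL1, enzymes of the galactose pathway, had log2 ratios of -2.26 (standard error 0.49, adjusted p = 0.000182) and -1.90 (standard error 0.41, adjusted p = 0.000169). GCY1, a galactose-induced dehydrogenase gene, had -1.57 (standard error 0.21, adjusted p = 2.03e-09), and GAL3, the galactose sensor, had -0.93 (standard error 0.18, adjusted p = 2.02e-05). Of 6 measured genes of the list, 5 fell, with a median of -1.26 (standard error 0.17, n = 2 arrays, adjusted p = 1.26e-09). The list fell in all 26 conditions without SPT3, with medians from -2.13 to -1.04. It differed between strains without and with SPT3 by -1.35 (standard error 0.05, adjusted p = 3.75e-46). Here too the p reflects arrays and not the 2 strains that carry the deletion. TBP(V161R), with SPT3 present, gave the list a median of -0.59 (standard error 0.12, n = 4 arrays, adjusted p = 3.27e-05), with GAL3 at -1.24 (standard error 0.13). TBP(F182V) raised it by 0.53 (standard error 0.17, n = 2 arrays, adjusted p = 0.00914), with GAL3 at 0.76 (standard error 0.18), which did not pass without array 1-128 (0.59). The reference on the arrays without SPT3 carried the 2 micron plasmid too and was treated in the same way. With null TBP and SPT3 in both samples the list had medians from -0.20 to 0.17 on the homotypic arrays, 0.13 on array 4-050A and -2.01 on 4-056A, so on 1 array it differed as much without a deletion.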

**Figure 3:**
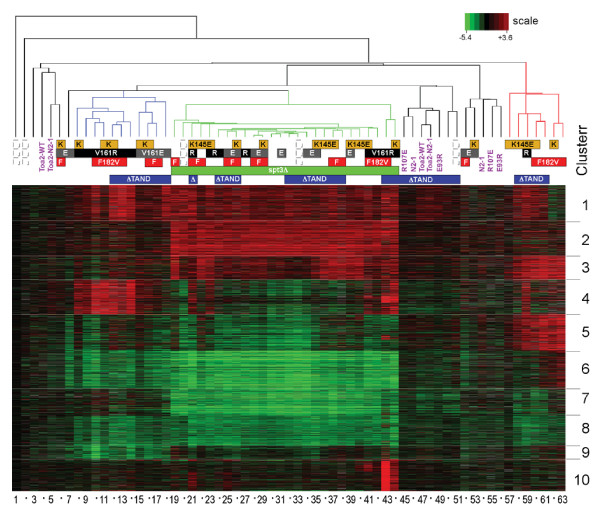
Genome-wide changes in expression upon perturbation of the TBP regulatory network. We grouped 2,903 ORFs (rows) that changed expression by at least 1.5-fold in at least one of the 63 conditions (columns) examined into 10 clusters using the K-means algorithm [63]. Clusters 1-10 contained the following number of ORFs, respectively: 338, 333, 225, 330, 344, 359, 259, 282, 127, 306; 3,323 ORFs did not meet the filtering criteria. Changes are relative to a galactose-induced null TBP in a wild-type TBP background. Red, green, and black denote increased, decreased, and no change in gene expression. Gray denotes no data. Color intensity reflects the magnitude of change on a log_2 _scale. Columns were arranged by hierarchical clustering [63]. Color boxes above each column indicate the relevant strain genotypes. All mutations are located on TBP except where designated '*spt3Δ*', and 'ΔTAND', which signify deletion of *SPT3 *and the *TAF1 *TAND domain. Boxes with dashed outlines indicate null TBP. All strains harbor a chromosomal copy of the endogenous wild-type TBP gene (*SPT15*).

**Figure 4:**
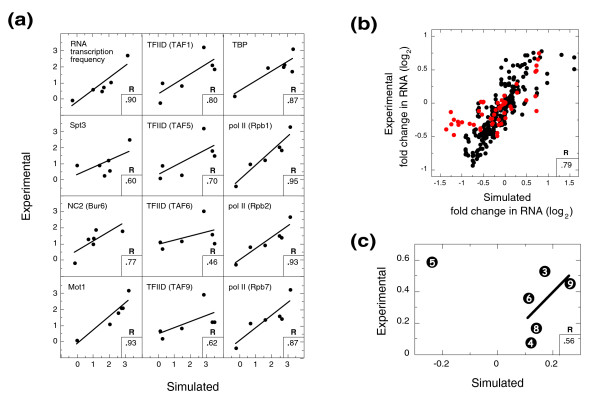
Testing the TBP regulatory network through genome-wide occupancy and expression profiling. **(a) **Correlations in RNA and factor occupancy levels, comparing simulated and experimental data. The flux constants governing the core reaction mechanism in Figure 2a were initialized to values specific to clusters 3, 4, 5, 6, 8, and 9 (Additional data file 3). The simulation was run to steady-state. RNA output and the levels of promoter-bound SAGA (Spt3), NC2 (Bur6), Mot1, TFIID (TAF1, TAF5, TAF6, TAF9), and PIC (Rpb1, Rpb2, Rpb7) were reported. These values were then compared to experimentally measured levels of RNA (transcription frequency as defined by [3], and the indicated factor occupancy measured by ChIP-chip [50,52]). Experimental values are median values for each of the six clusters (hence six data points). The x and y axes are on a linear scale. The units for each plot are relative, and thus have no intrinsic meaning except to provide a linear scale demarcating the relative concentration of RNA or promoter-bound species. Correlation coefficients (R) are indicated in the lower right corner of each plot. **(b) **Correlations between simulated and actual changes in RNA output when the TBP regulatory network is perturbed. The scatter plot reflects changes in actual (from Figure 3) and simulated RNA output relative to a wild-type cell. Median values for each mutant in each of the six clusters are plotted. Cluster 5 data are shown in red. The x and y axes are plotted on a linear scale, with values log_2_-transformed. The correlation coefficient (R) of all data is shown. **(c) **Simulated versus actual changes in occupancy of a TBP mutant that is defective in NC2 interactions. Production of HA-tagged TBP(F182V) in a wild-type TBP, *taf1*(*ΔTAND*) background was induced with galactose. After 45 minutes, cells were subjected to formaldehyde crosslinking. TBP was immunopurified and Cy3- or Cy5-labeled ChIP DNA was hybridized to yeast intergenic microarrays. The hybridization control reference used galactose-induced HA-tagged wild-type TBP in a *taf1*(*ΔTAND*) background, processed in parallel with TBP(F182V). Since the experimental set-up included both endogenous wild-type TBP and TBP(F182V) in the same cell, the simulation simultaneously ran the mechanism in duplicate in which the first mechanism was initialized with parameters for wild-type TBP and the second mechanism with parameters used to simulate the F182V mutation (Additional data file 3). The output being compared is the occupancy level of TBP(F182V) relative to TBP(WT). The line fit and correlation coefficient excludes the outlying cluster 5 data point.

**Figure 5:**
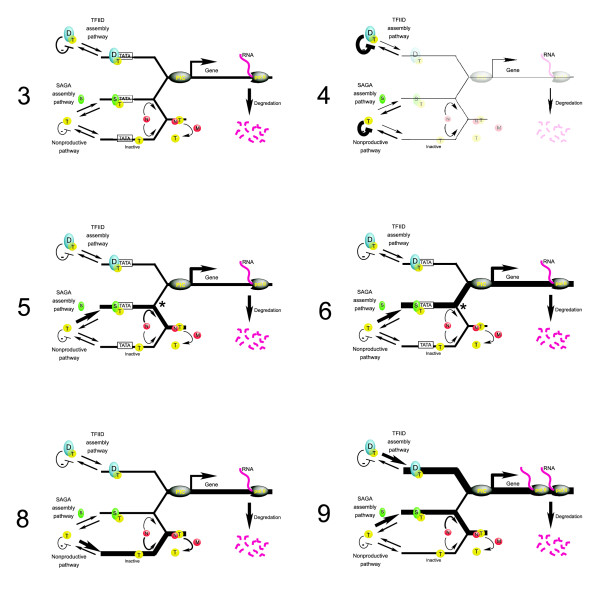
The 'flow' of PIC assembly through the TBP regulatory network at different gene clusters. Each assembly model corresponds to the indicated cluster number in Figure 3. The same prototype model described in Figure 1 is applied to all clusters. Line and arrow thickness reflect the magnitude of flux through the system.

**Figure 6:**
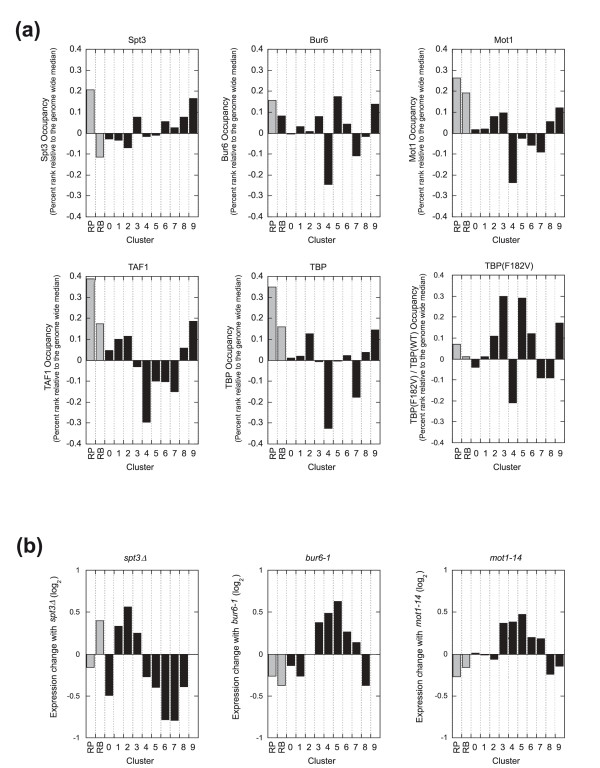
Properties of clusters 1-10 and RP and RB genes. **(a) **Bar graph comparison of promoter occupancy levels for Spt3, Bur6, Mot1, and Taf1 [50,52]. Values correspond to median percentile scores for each indicated gene group or cluster after subtracting the genome-wide median (defined as 0.5), and thus represent deviations from the median. RP and RB genes are explicitly defined in Table 1. **(b) **Bar graph plotting median changes in gene expression for each of the indicated gene groups or clusters in the presence of the indicated mutants.

**Table 1:** Significance values relating genomic properties to clusters defined by the TBP regulatory network*

		Cluster number^†^									
		
Row^‡^	Property	0	1	2	3	4	5	6	7	8	9
	**Environmental stress**										
1	Induced during heat stress	-25	-6	...	8	...	30	35	...	...	...
2	Repressed during heat stress	-7	106	...	...	...	...	...	...	...	...
											
	**Gene ontology**^§^										
3	RB genes^¶^	...	69	...	...	...	...	...	...	...	...
4	RP genes^¶^	...	...	...	...	-4	...	...	...	31	14
5	Oxidative phosphorylation {GO:6119}	...	...	...	...	...	...	...	...	...	13
6	Amine metabolism {GO:9308}	...	...	...	8	...	...	...	...	...	...
7	Alcohol metabolism {GO:6066}	...	...	...	5	...	9	4	...	...	...
8	Energy derivation {GO:15980}	...	...	...	...	...	6	13	...	...	5
9	Sporulation {GO:30435}	...	...	...	...	4	...	...	...	...	...
10	Ty element transposition {GO:6319}	...	...	...	...	...	...	...	6	...	...
11	Proteolysis {GO:6508}	...	...	6	...	...	...	...	...	...	...
											
	**General properties**										
12	Lowly transcribed	84	...	...	...	89	...	...	10	...	...
13	Highly transcribed	...	...	...	...	-7	...	...	...	12	21
14	Low mRNA levels	14	...	...	...	28	-5	-6	...	...	...
15	High mRNA levels	-7	-6	...	...	-7	...	32	...	8	21
16	SAGA-dominated	-46	...	...	9	...	53	43	...	...	...
17	TATA-containing	-52	-6	...	9	12	45	46	...	...	4
18	Low H3 K4Me2 in ORF	...	...	...	...	58	...	...	...	...	...
19	Low H3 K4Me2 in IGR	...	...	...	...	28	...	...	...	...	...
											
	**Positively regulated by**										
20	Spt3 (SAGA)	-31	-4	-7	...	28	5	31	28	...	...
21	Mot1	...	...	...	...	-4	-6	...	...	27	8
22	Bur6 (NC2)	13	15	...	...	...	-5	...	...	17	...
23	Bdf1 (TFIID)	11	...	...	...	...	...	...	10	6	...
24	Bdf2	...	...	...	...	20	...	...	...	...	...
25	TAF1 (TFIID)	...	...	...	...	...	...	...	...	10	5
											
	**Negatively regulated by**										
26	RP genes	...	^¥^	...	...	...	...	...	...	...	...
27	Spt3 (SAGA)	-8	6	27	30	...	...	...	-5	...	...
28	Mot1	-25	...	...	15	22	36	5	...	-6	...
29	Bur6 (NC2)	-28	...	...	5	13	43	9	...	-4	...
30	Bdf1 (TFIID)	-21	...	...	10	...	25	8	...	...	...
31	Hda1	-23	...	...	...	25	11	5	5	...	...
32	Tup1 (SSN6-TUP1)	-31	...	-4	...	52	12	11	17	...	...
33	Set1 (COMPASS)	-8	...	-6	...	60	...	...	15	...	...

*Values represent -log_10 _*p *values, using the extreme most 10% of the data points (n > approximately 3,000) as identified in Additional data file 4, and are calculated using the CHITEST formula in EXCEL. Negative signs are inserted where relationships are anti-correlated. For clarity, any absolute value less than 4 was replaced with a period. ^†^Cluster numbers refer to clusters shown in Figure 3. Cluster 0 includes all genes not clustered in Figure 3. ^‡^Row identifier in the text. References are provided in Additional data file 4. ^§^Gene Ontology term identifier is provided in brackets. *P *values were derived using 'GO term finder' [62]. ^¶^RP genes are defined here as genes defined by the following Gene Ontology terms: ribosomal protein, mitochondrial ribosomal protein, translational elongation, translational initiation, translational termination, protein biosynthesis. RB genes are defined here by the following Gene Ontology terms: 35S primary transcript processing, ribosomal large subunit assembly and maintenance, rRNA metabolism, rRNA modification, rRNA processing, rRNA nucleus export, transcription from Pol I promoter, tRNA methylation, tRNA modification, tRNA processing, tRNA splicing, tRNA nucleus export, regulation of translation, processing of 20S pre-rRNA. ^¥^Up-regulated upon deletion of *RPL12A *(*p *< 10^-24^), *RPL27A *(*p *< 10^-26^), *RPL34A *(*p *< 10^-8^), *RPL6B *(*p *< 10^-9^), *RPL8A *(*p *< 10^-63^), or *RPL24A *(*p *< 10^-20^); see entries R135T, R137T, R138T, R139T, R140T, R141T in Additional data file 4.

# Supplementary material for: A TATA binding protein regulatory network that governs transcription complex assembly
**Source:** Genome Biol. 2007 Apr 2;8(4):R46. doi: 10.1186/gb-2007-8-4-r46
**Supplement:** Additional data file 1 — Supporting text and figures.

Additional data file 1

Huisinga and Pugh, Genome Biology (2007)

See main text for references

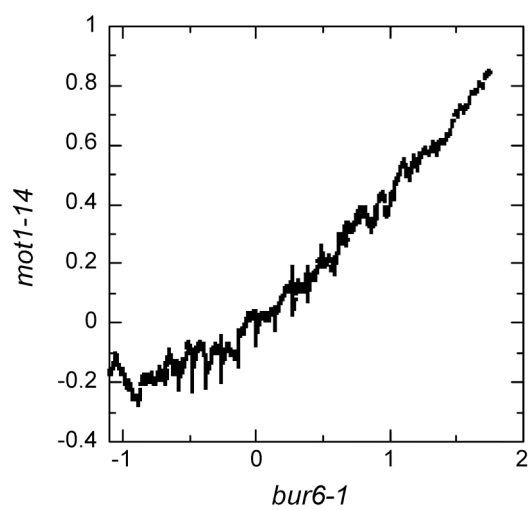

Figure S1. Sliding window correlation plots of genome-wide changes in gene expression between *bur6-1* and *mot1-14* mutants. Data were averaged over 100-gene sliding windows taken in 1 step increments.

Computational simulation definitions

Definition of reaction mechanism terms: *(in order of appearance)*

IFT	TFIID complex, containing TBP, and inhibited by the TAF1 TAND domain
FT	Monomeric TFIID complex
FTFT	Self-associated TFIID dimer (presumably via the TBP subunit), which is incapable of binding DNA
TT	Self-associated TBP dimer, which is incapable of binding DNA
T	Monomeric TBP
P	Promoter DNA
FTP	TFIID bound to promoter DNA
S	SAGA complex, containing Spt3
ST	SAGA complex bound to TBP
STP	SAGA•TBP complex bound to promoter DNA
TP	TBP nonproductively bound to promoter DNA
N	NC2 complex, containing Bur6
NTP	NC2•TBP complex bound to promoter DNA
M	Mot1
MNTP	Mot1•NC2•TBP complex bound to promoter DNA
PIC1	Pre-initiation complex containing TFIID and pol II (and other proteins)
PIC2	Pre-initiation complex containing SAGA and pol II (and other proteins)
RNA	mRNA product derived from PIC firing
X	Degraded RNA

All values for flux constants, initial concentrations, and outputs are reported in additional data file 3.

All reactions were run to steady-state (500 sec.)

Supporting Results

Section 1: Experimental perturbation of the TBP regulatory network

The complete interaction interface between TBP and its regulators has not been fully defined, despite TBP being a well-mapped component of the transcription machinery. Ideally, we would prefer to eliminate interactions by mutating a single amino acid on the relevant interaction surface of TBP. This was not feasible for Spt3 or the TAF1 TAND domain. Since Spt3's physical interaction surface on TBP, if any, has not been defined, it was necessary to delete the entire nonessential *SPT3* gene. Deletion of TBP regulatory subunits *SPT7* or *SPT20* gave essentially the same changes in gene expression as deletion of *SPT3*, suggesting that the effects of *SPT3* are due to loss of TBP-directed SAGA functions (data not shown). A TAND interaction surface on TBP has been defined [16, 17, 58], but it overlaps with TBP's DNA binding and dimerization interface. TBP mutations that affect TAND interactions do not elicit the same phenotype as a TAND deletion, and so a TAND deletion was used to ensure that TAND function was eliminated. TBP mutations F182V, K145E, E93R (or R107E, N2-1), V161E, and V161R were used to impair interactions with NC2, Mot1, TFIIA, DNA, and TBP homodimers, respectively (Figure 2c, main text). Since these mutations generally do not support cell viability it was necessary to place them in strains that also harbored wild type TBP. These mutants were therefore required to compete with the endogenous TBP. Their general ability to do so, and evidence that these mutations primarily impair the indicated interactions is provided in references [46, 47, 64-66] and below.

The TBP mutants were placed under control of the *GAL10* promoter (illustrated in Figure 2c, main text), and were inducible upon addition of galactose (Figure S2). This provided the advantage of examining genome-wide impacts on expression in normal cells soon after "poisoning" the TBP regulatory network, rather than after prolonged periods where potential physiological compensation by the cell could obscure direct effects from indirect effects. We chose not to use a shut-off approach involving temperature-sensitive alleles since not all regulatory interactions under study could be selectively eliminated by such alleles, and heat shock itself causes genome-wide re-programming that differentially impacts the SAGA and TFIID assembly pathways illustrated in Figure 1 of the main text [22].

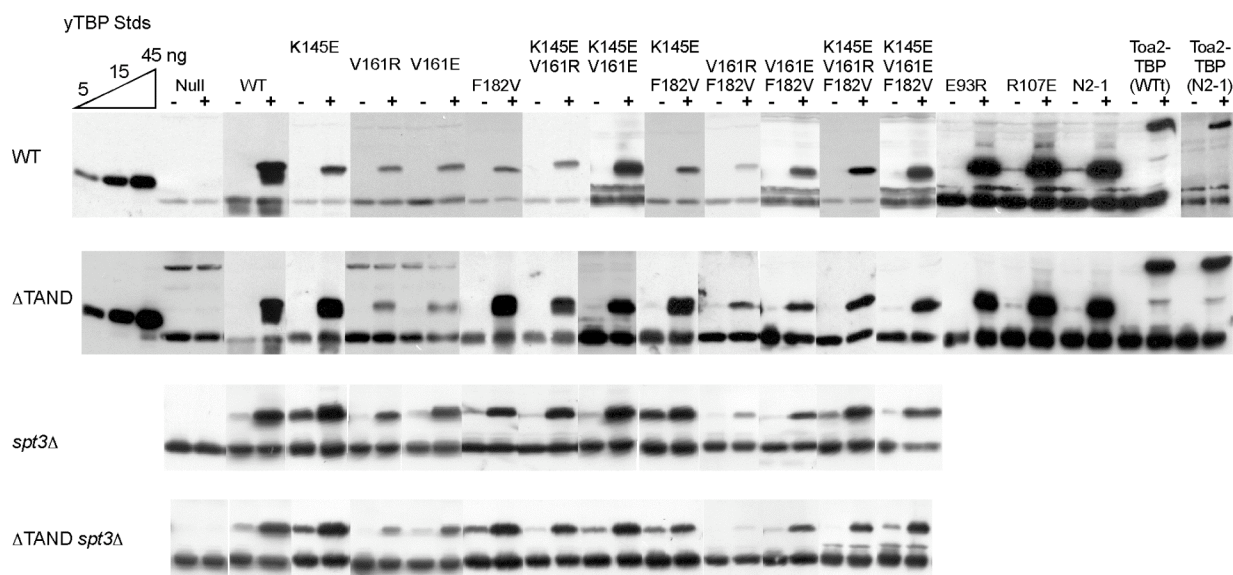

Figure S2. Detection of galactose-induced TBP. Cultures were grown in raffinose and induced for 45 min (or 3 hrs in *spt3* Δ strains) with 2% galactose. “- +” indicate before and after galactose induction, respectively. Blots containing 0.5 OD₆₀₀ of solubilized whole cells were probed with TBP antibodies. Recombinant his-tagged TBP quantitation standards are shown to the left. In each row of images, the endogenous TBP electrophoreses towards the bottom of the gel, whereas the TBP mutants run slower due to the presence of the HA tag. HA-tagged TBP levels should be normalized to endogenous TBP levels to obtain more accurate estimates. Endogenous TBP levels generally remain constant in all mutants. Apparent differences in endogenous TBP levels reflect differences in film exposures or detection efficiency from the ECL.

In an effort to determine whether the experimental strategy was likely be fruitful in perturbing global gene expression patterns, we first assessed whether any mutant combination dominantly impacted cell growth. Strains containing or lacking the TAF1 TAND domain and/or *SPT3* were serially diluted and plated onto galactose-containing media (Figure S3). Several combinations of TBP mutations impaired cell growth, suggesting that they are likely to impact gene expression patterns.

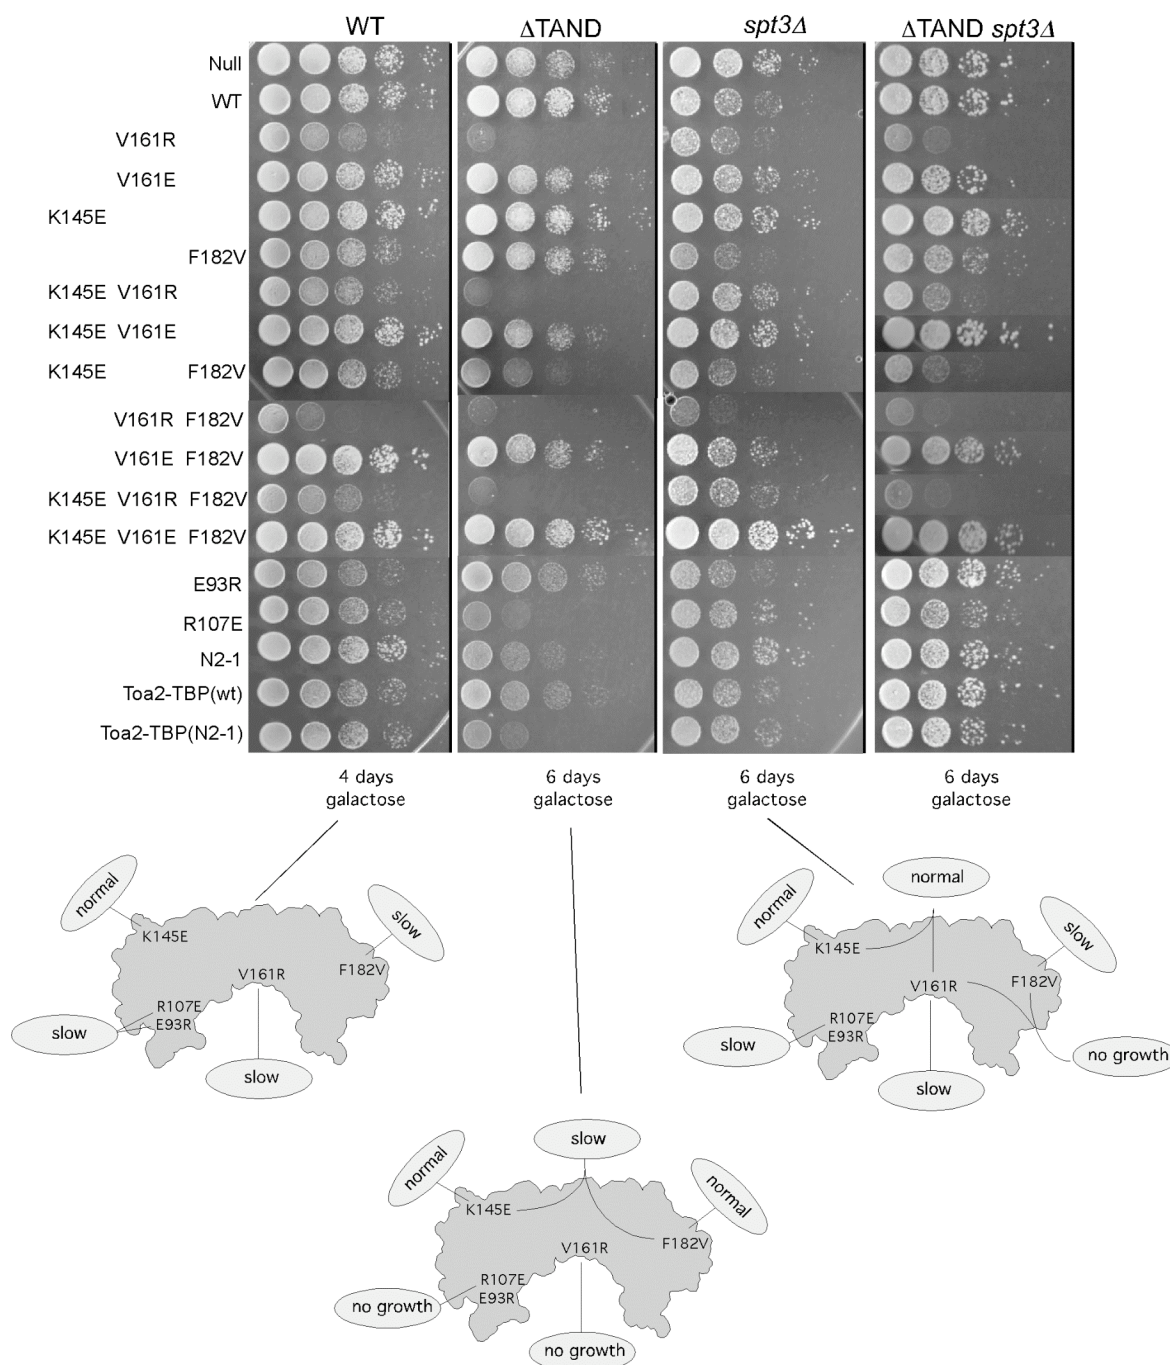

Figure S3. Growth of yeast strains upon disruption of parts of the TBP regulatory network. Yeast strains having the genotype indicated above each panel were transformed with a TBP-expressing plasmid bearing the mutations indicated on the left side. Strains were serially diluted and spotted from left to right onto solid media containing galactose. Plates were incubated at 30°C for the number of days indicated below each panel. Notable dominant growth phenotypes in wild type, *taf1*($\Delta TAND$) and *spt3* Δ strains are mapped onto TBP's structure. Note, all strains contain endogenous wild type TBP.

Figure S3 method: CEN/ARS plasmids expressing various TBP derivatives under control of the *GAL10* promoter were transformed into wild-type, $\Delta TAND$, *spt3* Δ and $\Delta TAND$ *spt3* Δ strains. Transformants were selected on CSM-Leu-Trp + 2% glucose, and subsequently grown in CSM-Leu-Trp + 3% raffinose liquid media. At $OD_{600} = 1.0$, ten microliters of washed cells, or serial 10-fold dilutions, were plated onto CSM-Leu-Trp + 2% galactose or glucose agar (glucose data not shown).

TBP mutants that are defective for dimerization/DNA binding (V161R) or for interactions with NC2 (F182V) or TFIIA (E93R or R107E) resulted in dominant slow growth phenotypes, reflecting the importance of these interactions in maintaining proper gene expression. The NC2-interaction mutant (F182V) was toxic when combined with a Mot1-interaction mutant (K145E) in a *taf1*(Δ TAND) strain. Thus, regulation of gene expression by the TAF1 TAND domain, along the TFIID assembly pathway, is likely to be highly intertwined and in some cases redundant with other TBP regulators including some such as NC2 and Mot1 that are associated with the distinctly different SAGA transcription regulatory pathway.

When SAGA's regulatory interaction with TBP was removed using the *spt3* Δ strain, many of the TBP mutants behaved as they did in the wild type *SPT3* strain, with two exceptions. The V161R, F182V double combination was severely toxic, and K145E suppressed the toxicity associated with the V161R mutation, including the V161R F182V double mutant. These types of genetic interactions suggest a complex interplay of TBP regulators, many of which are only revealed after disruption of multiple interactions. Interestingly, expression of certain TBP mutants in the *taf1*(Δ TAND) *spt3* Δ double mutant lead to heterogeneous cell growth (colonies of various sizes) and chromosomal instability (not shown), suggesting that loss of a number of TBP regulatory interactions leads to a breakdown of the network.

Section 2: Validation of the TBP mutants

As a first step towards interpreting the microarray data presented in the main text, we sought to re-affirm that each TBP mutation was likely to be affecting the targeted interaction. Previously, we provided evidence that V161E predominately affected DNA binding, and V161R affected both DNA binding and dimerization in vitro and in vivo [47]. By comparing the two, the contribution from dimerization could be deduced.

Defects in NC2 interactions. To ascertain whether the F182V mutation, in our experimental context, was consistent with a loss of NC2 interactions, several comparisons were made. First, we compared the changes in expression in the TBP(F182V) mutant with that of a *bur6-1* temperature-sensitive NC2 mutant from Cang et al. [25]. Bur6 is a subunit of NC2. As shown in Figure S4a, subpanel 1, the changes were well-correlated despite the two experiments being conducted under different conditions. For a negative control comparison, TBP(F182V) correlated poorly with *taf5-9* (Figure S4a subpanel 2), a temperature-sensitive TFIID mutant, which is not expected to have a relationship with TBP(F182V). 

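TBP(F182V), which is defective in its interaction with NC2, raised 857 and lowered 243 of 4987 genes in the wild-type strain, and raised 937 and lowered 445 of 5356 in the taf1(ΔTAND) strain. The largest rise in the wild-type strain was that of SGA1 (YIL099W), at 1.89 (standard error 0.17, adjusted p = 2.54e-14) over 2 arrays. CAR2 (YLR438W), which encodes an enzyme of arginine degradation, had 1.83 (standard error 0.23, adjusted p = 4.84e-10), and GPP2 (YER062C), a glycerol phosphatase gene, had 1.62 (standard error 0.20, adjusted p = 6.65e-10). Of 11 measured genes of the TBP network, 5 rose, both NC2 subunit genes among them. MOT1 had 1.40 (standard error 0.15), BDF2 1.09 (standard error 0.16) and BDF1 0.91 (standard error 0.14). Across 4517 genes, the log2 ratios in both strains correlated with r = 0.664 and rho = 0.617. Genes are not independent replicates, so no p is given. In windows of 100 genes ordered by their value in 1 strain, as the paper plots them, r was 0.989. Single arrays of 1 strain against those of the other gave r from 0.442 to 0.562. Among 100 draws of homotypic arrays in place of the mutants, r had a median of 0.014 and a highest value of 0.482. Without array 1-128, 604 genes were called in the wild-type strain, and without array 1-130, 493.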

For a positive control comparison, TBP(F182V) was compared to itself in subpanel 3, but in two different strains, WT and *taf1*(Δ TAND).

Second, we assessed whether the constitutive presence of endogenous wild type TBP in our study affected the genome-wide expression pattern in the TBP(F182V) mutant. TBP(F182V) supports cell viability in the absence of wild type TBP and is temperature sensitive. We compared genome-wide expression profiles for TBP(F182V) in the presence (our data) and absence (Cang et al. data) of endogenous TBP. Again a good correlation was obtained despite the experiments being performed in different laboratories (Figure S4a subpanel 4).

The third comparison evaluated whether changes in gene expression caused by the F182V mutation were directly linked to changes in promoter binding by this mutant. In the absence of NC2 interactions, TBP(F182V) is expected to display increased promoter occupancy

and a concomitant increase in transcription. We performed genome-wide chromatin immunoprecipitation (ChIP-chip) assays, whereby changes in occupancy of the TBP(F182V) mutant in a *taf1*(Δ TAND) strain was measured at ~6000 promoter regions of the yeast genome relative to the binding of wild type TBP in a wild type strain. The *taf1*(Δ TAND) strain was used because it displayed the highest sensitivity to the F182V mutation of the strains tested. Changes in occupancy of TBP(F182V) were compared with changes in transcriptional output from the same strain (Figure S4b, subpanel 1). Both were well-correlated compared to a strain lacking TBP(F182V) (subpanel 2). Thus, changes in transcriptional output caused by the F182V mutation in general appear to be a consequence of this mutant binding directly to target promoters.

In the second comparison, relevant hierarchical relationships from Figure 3 of the main text were redrawn in Figure S4d, where TBP mutants that are expected to have altered interactions with TFIIA or NC2 were compared to the K145E mutation. These include E93R and R107E which lie at the crystallographic TFIIA-TBP interface [67, 68], the N2-1 mutant which has been previously described as defective in TFIIA interactions [66], and Toa2-TBP which is a fusion of the Toa2 subunit of TFIIA to the amino-terminal end of TBP [66]. These mutants clustered together away from K145E. 

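In the wild-type strain, the log2 ratios of TBP(K145E) correlated across genes with those of the TFIIA mutants by r = 0.258 for N2-1, 0.249 for Toa2-TBP, 0.196 for R107E, 0.06 for E93R and 0.034 for the Toa2 fusion of N2-1. In the taf1(ΔTAND) strain the same values were 0.448, 0.538, 0.319, 0.381 and 0.485. The TFIIA mutants differed in how many genes they moved. N2-1 raised 282 and lowered 78 of 5322 genes in the wild-type strain, E93R raised 75 and lowered 64 of 5235, and R107E raised 2 and lowered 4 of 4926. Toa2-TBP changed 0 of 5728 genes in limma, with 364 at an unadjusted p under 0.05. Genes of clusters 1 to 10 measured in both conditions were used, 2088 to 2536 per pair, and genes are not independent replicates. Most arrays of the TFIIA mutants and those of TBP(K145E) are of different array designs, so that no comparison within 1 design could be made for most of them.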

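TBP(K145E) raised 43 of 5303 genes and lowered 1 in the wild-type strain, and several of these genes also rose with TBP(F182V). BUR6 (YER159C) and NCB2 (YDR397C), which encode the subunits of NC2, had log2 ratios of 0.97 (standard error 0.19, adjusted p = 0.00107) and 0.89 (standard error 0.16, adjusted p = 0.000478) with TBP(K145E), and of 1.65 (standard error 0.19) and 0.89 (standard error 0.16) with TBP(F182V). MVD1, an enzyme of the mevalonate pathway, had 0.85 (standard error 0.13) and 1.22 (standard error 0.13). CYB5, cytochrome b5, and ERG8, another mevalonate enzyme, had 1.06 (standard error 0.19) and 0.54 (standard error 0.11) with TBP(K145E). Sterol genes as a list rose with TBP(K145E) by a median of 0.19 (standard error 0.06, n = 2 arrays, adjusted p = 0.00643), with 3 of 25 higher and 7 when adjusted over the list alone, and without array 5-001B by 0.15, which did not pass. The 1 gene that fell was HOL1, a transporter gene, at -0.44 (standard error 0.11). Across genes, TBP(K145E) correlated with TBP(F182V) by r = 0.403 over 2172 genes in the wild-type strain and by 0.725 over 2391 in the taf1(ΔTAND) strain. This is 0.145 and 0.187 above the closest TFIIA mutant of each strain, differences no larger than the SD of r over the 4 pairs of single arrays, 0.178 and 0.258. In the taf1(ΔTAND) strain the TBP(F182V) arrays share the array design of TBP(K145E), and those of the TFIIA mutants do not. Among all conditions, TBP(F182V) of the wild-type strain ranked 8 by its correlation with TBP(K145E), behind, among others, TBP(F182V) (0.525), N2-1 (0.439) and Toa2-TBP (0.424) in the taf1(ΔTAND) strain. On pairs of arrays of opposite dye orientation the taf1(ΔTAND) difference turned to -0.114. With array 5-001B left out 26 genes were called, and with 5-005B left out 0, where BUR6, NCB2 and MVD1 had 0.77, 0.69 and 0.81. The count was 258 (218 higher, 40 lower) after scale normalization between arrays, 96 (81 higher, 15 lower) on arrays of the same design and 69 (65 higher, 4 lower) with the slide as a block. CYB5, ERG8 and HOL1 did not pass without either array (1.02, 0.39 and -0.48 without 5-001B, 1.09, 0.69 and -0.40 without 5-005B).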

In fact, K145E clustered closer to F182V which is consistent with the known functional linkage between Mot1 and NC2. Taken together, these data affirm that the K145E mutation alters the functional interactions between TBP and Mot1 more than with TFIIA in vivo.

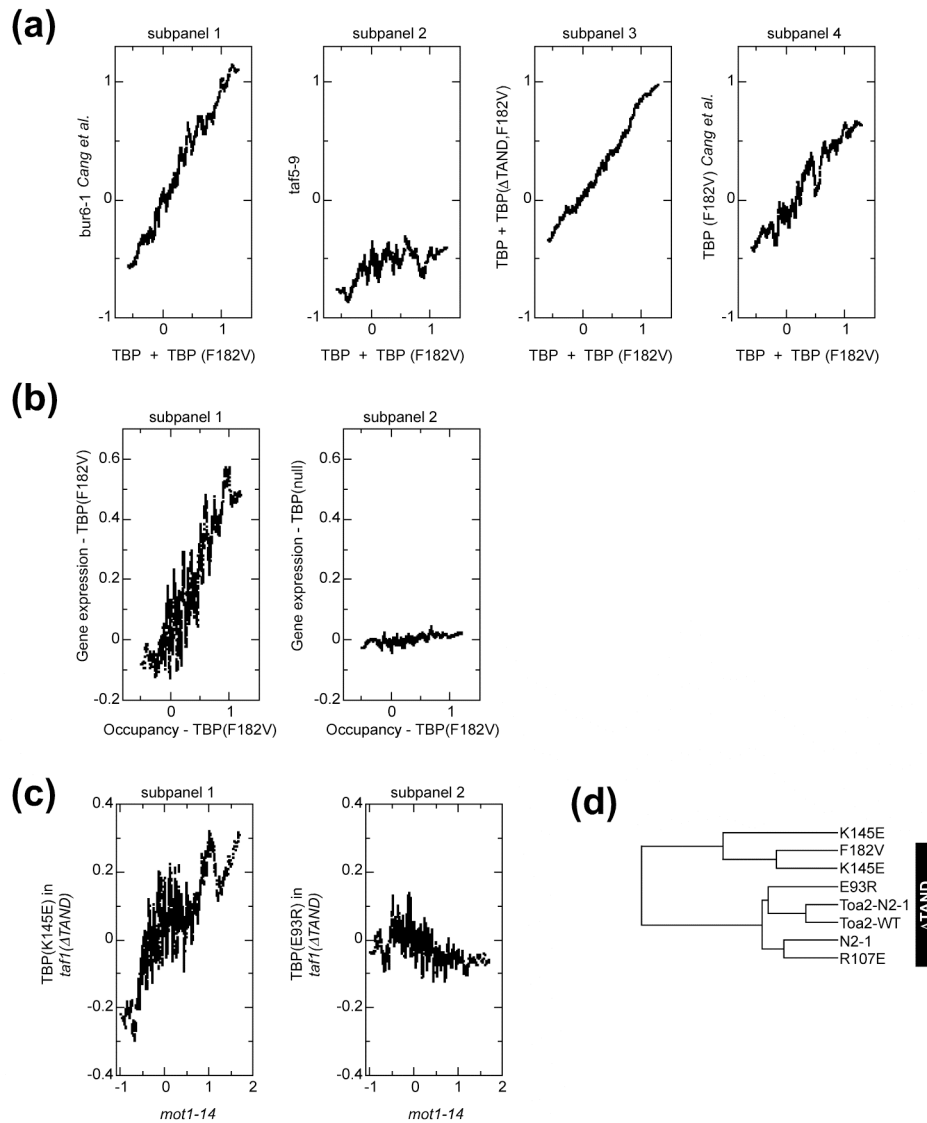

Figure S4. Validation of the TBP mutants.

(a) Sliding window correlation plots of genome-wide changes in gene expression of the TBP(F182V) mutant vs. published NC2-TBP interaction defective mutants. Data sets were derived from Figure 3, and published data sets were obtained from [25]. All axes represent $\log_2$ changes in gene expression averaged over 100-gene sliding windows taken in 1 step increments.

(b) Sliding window correlation plots of genome-wide changes in promoter occupancy of the TBP(F182V) mutant vs. corresponding gene expression changes. Chromatin immunoprecipitation or expression assays were performed on a genome-wide scale for TBP(F182V) (*left panel*) or TBP(null) (*right panel*) in a *taf1*(Δ TAND) strain. $\log_2$ changes in occupancy or expression are relative to TBP(WT) in a TAF1(WT) strain, and were filtered to include only those genes present in Figure 3. Data were averaged over 100-gene sliding windows taken in 1 step increments.

(d) Dendrogram of TBP mutants. Dendrogram branches for the indicated mutants were taken from Figure 3 of the main text.

Section 3: Clusters arising from potential indirect effects

Potential indirect effects associated with cluster 1. The genes in cluster 1 had the unique property of being up-regulated in response to deletion of RP (ribosomal protein) genes, including *RPL8A*, *RPL27A*, *RPL12A*, *RPS24A*, and *RPL6B* (Table 1, main text). Ribosomal proteins are not known to directly regulate gene expression. Conceivably, lower ribosome levels due to deletion of RP genes or lower RP mRNA might indirectly up-regulate RB (ribosomal biogenesis) genes. If the cell senses that it is not making enough ribosomes to meet cellular needs, then it is logical for the cell to increase production of proteins involved in ribosomal biogenesis. If true, then perturbations that decrease RP gene transcription might create the secondary effect of increasing expression of cluster 1 genes. Consistent with this possibility, many of the interactions that positively regulated the RP genes in clusters 8, negatively regulated cluster 1 genes, resulting in an approximate green/red mirror image of the cluster pattern (see Figure 3 of the main text), and an inverse correlation (Figure S5). 

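With TBP(F182V), 13 of 273 measured cluster 1 genes rose and 20 fell, and the cluster's median log2 ratio was -0.06 (standard error 0.07, n = 2 arrays, adjusted p = 0.579). Ribosome biogenesis genes taken by name had a median of -0.21 (standard error 0.11, n = 2 arrays, adjusted p = 0.0919) in the same condition, with 5 genes higher and 15 lower. With TBP(K145E), cluster 1 had 0.18 (standard error 0.07, n = 2 arrays, adjusted p = 0.0405), which did not pass the test without array 5-005B, when it was 0.05. TBP(V161R) gave cluster 1 0.30 (standard error 0.05, n = 4 arrays, adjusted p = 6.48e-07), and the spt3Δ strain with null TBP gave 0.48 (standard error 0.07, n = 2 arrays, adjusted p = 2.68e-08), with 184 of 320 genes higher. Cluster 8 had a median of -0.25 (standard error 0.04, n = 4 arrays, adjusted p = 3.61e-09) with TBP(V161R). With arrays centred on their median in place of their mode, the biogenesis genes with TBP(F182V) were at -0.28 and passed the test (adjusted p = 0.0172).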

One exception was the TBP F182V mutation which caused a drop in cluster 8 expression but not a corresponding increase in cluster 1 expression. However, unlike the other TBP regulators, NC2 (Bur6) positively regulated cluster 1 genes (Table 1, row 22). We speculate that loss of NC2 function at cluster 8 has the potential to give rise to increased expression of cluster 1, but that this did not materialize without a positive contribution of NC2 at cluster 1 genes.

Taken together, the data suggest that cluster 1 genes, which include RB genes, are not directly inhibited by the SAGA pathway but instead are sensing and responding inversely to RP gene expression (including mRNA and/or protein levels). The rationale for this type of regulation might lie in distinct cellular roles for RP and RB genes. RP gene products are abundant structural proteins, whereas many RB gene products might act catalytically and thus are required at lower levels. Consequently, the genes in clusters 8 and 9 are hyper-transcribed, which is a task the SAGA pathway is well suited for.

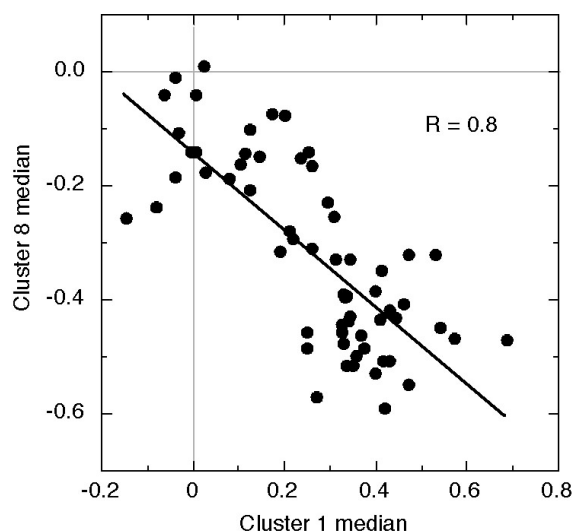

Figure S5. Changes in gene expression for cluster 8 is inversely correlated with changes in cluster 1. The median $\log_2$ change in gene expression for clusters 1 and 8 were determined for each of the 63 sets of microarray experiments, and plotted against each other. A linear fit to the data produces a correlation coefficient of 0.8.

Potential indirect effects associated with cluster 10. The genes in cluster 10 are almost entirely found throughout chromosomes XI and XII (Figure S6), suggesting that these chromosomes underwent duplication in these strains. These apparent duplications arose spontaneously in individual colonies or during culturing in liquid media after transformation of the parent strain with the TBP mutants, and thus were not stably propagated and were not assayed for gene copy number. Although included in the clustering, these mutants had little effect on the distribution of genes in clusters 1-9.

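Genes of clusters 1 to 10 were clustered again with TBP(V161R F182V) and TBP(K145E V161R) of the taf1(ΔTAND) spt3Δ strain left out, which leaves 61 conditions. Cluster 1 genes stayed together in a single cluster of the new run in 75.7% of cases, next to 73.9% with all conditions. For cluster 5 the share was 70.3% next to 73.0%, for cluster 9 it was 78.7% next to 74.0%, and for cluster 8 it was 65.2% next to 73.0%. The adjusted Rand index between the runs with and without these conditions was 0.871 over the genes of clusters 1 to 9. When each gene was first scaled to unit length, an alternative chosen after the data were seen, it was 0.652.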

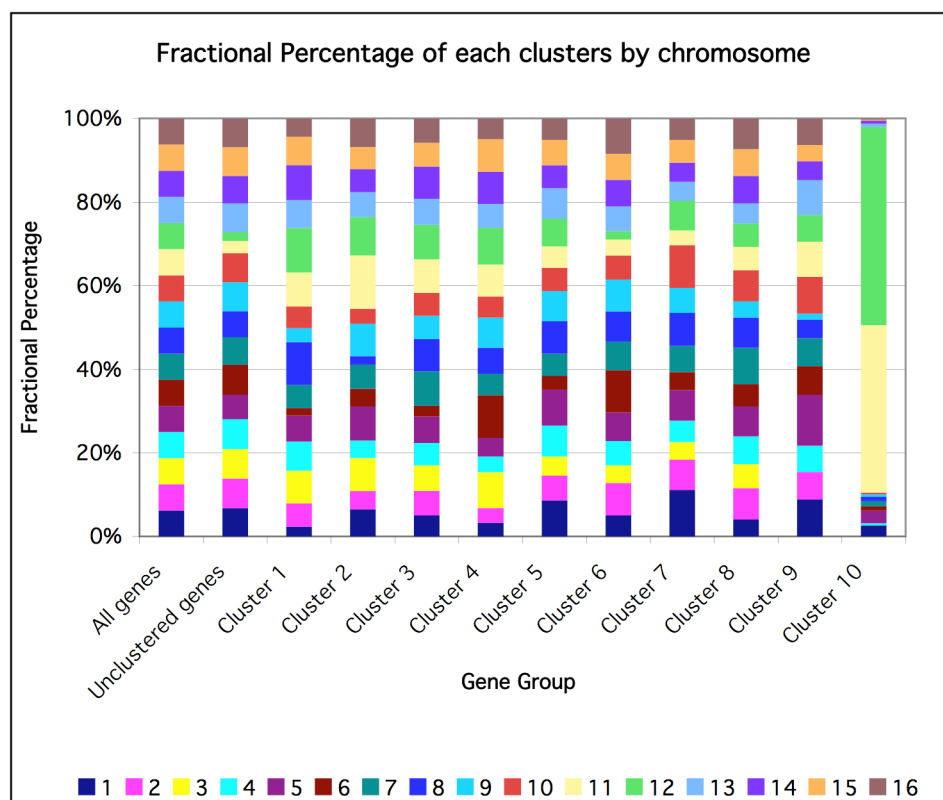

Figure S6. Genes in Cluster 10 are over-represented on chromosomes XI and XII. Each chromosome (numbered 1 through 16) is indicated by a different color in the stacked bar graph. Percentage of genes in clusters from each chromosome. Each cluster should be compared to the genome-wide distribution (All genes). Cluster 10 is extremely over-represented for genes from chromosomes XI and XII while the other clusters are generally unbiased.

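Clusters 1 to 9 hold 2596 genes, of which 407 or 15.7% lie on chromosomes XI and XII, next to 868 of all 6222 genes or 14.0%. Cluster 10 holds 31.9% of the genes on these 2 chromosomes. Of its other genes, 6 lie on chromosome V, 5 on chromosome VII and 3 on each of chromosomes I, IV and XIII, and none lies on chromosomes II and III. Chromosome XII carries 8.6% of all genes and 59.2% of cluster 10, and chromosome XI carries 5.4% and 31.4%. Chromosomes were read from the systematic gene names, which gave the same chromosome as the reference annotation for all 5670 genes present in both.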

Perturbing the TBP regulatory network does not cause a general stress response.

Several clusters were enriched with genes that are either induced or repressed by heat stress (Table 1, rows 1 and 2, main text). Therefore the question arises as to whether simply expressing defective TBP mutants or constitutively mutant forms of SAGA and/or TFIID elicits a stress response, which could in principle account for the observed changes in gene expression. Several observations indicate that a general stress response is not the primary cause of changes in gene expression in these mutants, although some level of influence cannot be excluded. First, as Figure 3 in the main text demonstrates, not all mutations lead to similar changes in gene expression, as would be expected if each were eliciting the same stress response. Instead, many mutants affect distinct sets of genes. Second, none of the mutants mimic a typical stress response profile, as shown in Figure S7, where the median expression changes for three potentially relevant stress responses (an unfolded protein response caused by tunicamycin, overexpression of H2Kbeta, and a 20 min heat shock) is compared with two very distinct TBP mutant profiles (V161R in *taf1*(Δ TAND) and F182V). 

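Of 14 measured genes of heat shock proteins and chaperones, 10 rose with TBP(F182V) (11 when adjusted over the list alone), by a median log2 ratio of 0.62 (standard error 0.16, n = 2 arrays, adjusted p = 0.000707). STI1 and CPR6, cochaperones of Hsp90, had 1.14 (standard error 0.20, adjusted p = 5.25e-06) and 1.06 (standard error 0.17, adjusted p = 8.81e-07), and the Hsp70 gene SSA4 had 0.93 (standard error 0.29, adjusted p = 0.0117). With TBP(V161R) in the taf1(ΔTAND) strain, 2 of 10 measured genes of this list rose and the median was 0.05 (standard error 0.11, n = 4 arrays, adjusted p = 0.754). These 2 were SSA4 at 0.63 (standard error 0.20) and CPR6 at 0.41 (standard error 0.12). TBP(V161R) in the wild-type strain gave a median of -0.30 (standard error 0.11, n = 4 arrays, adjusted p = 0.0217), with 8 of 18 genes lower. Over all genes, TBP(V161R) in the taf1(ΔTAND) strain changed 2604 of 5416 genes, 1365 upwards and 1239 downwards, or 773 and 654 after scale normalization between arrays. GRE1, a hydrophilin gene induced by osmotic and other stresses, rose by 2.46 (standard error 0.19, adjusted p = 3.72e-20), while the biotin genes BIO3 and BIO4 had -2.76 (standard error 0.46) and -1.93 (standard error 0.49) and the cyclin gene CLN1 had -1.10 (standard error 0.10). Proteasome genes fell in the same condition, 21 of 29, with a median of -0.39 (standard error 0.04, n = 4 arrays, adjusted p = 2.66e-15). SSA4 did not pass with TBP(F182V) without array 1-128 (0.90) or 1-130 (0.96), nor in the taf1(ΔTAND) strain without array 1-064 (0.55).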

In many cases, the TBP mutants elicited expression changes that were opposite to that of a stress response. Third, stress responses are typically transient and thus are unlikely to be maintained in strains (e.g. *spt3* Δ) harboring constitutive deletions.

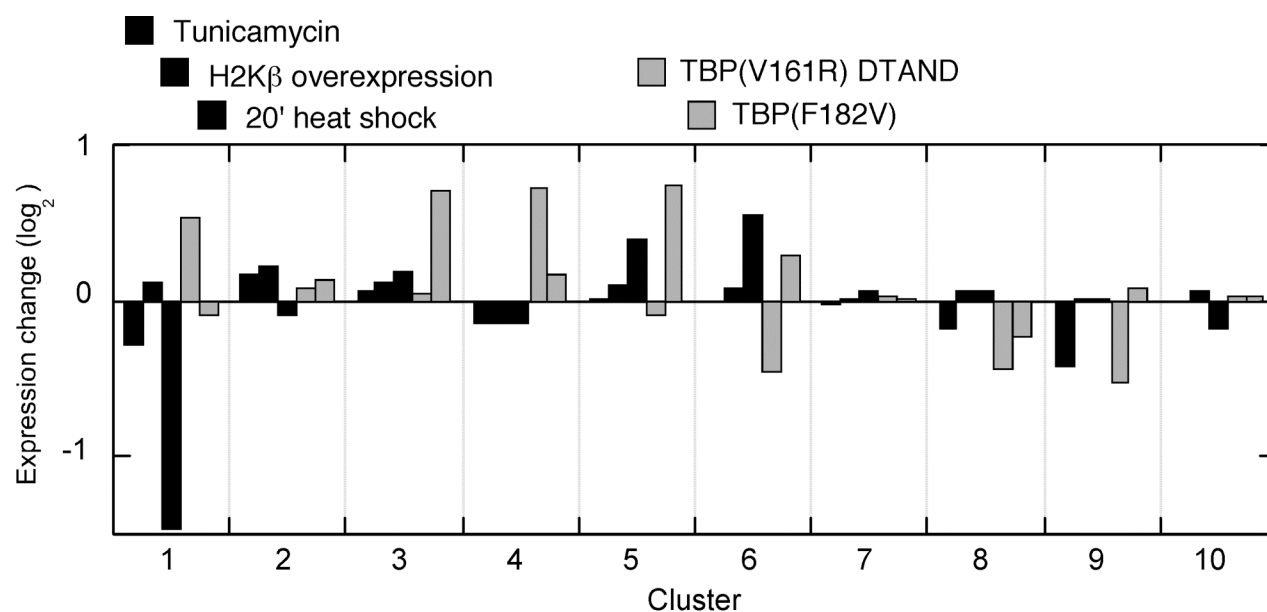

Figure S7. Three stress responses are compared to two distinct responses from TBP mutants that are galactose-induced. Log₂ fold changes in gene expression are reported. The three stress data sets are Tunicamycin [69], H2Kβ overexpression [69], and a 20 min heat shock [70]. The TBP data sets are TBP(V161R) in a *taf1*(Δ TAND) strain and TBP(F182V). Bar graphs with each cluster are presented in the order listed above.

How the deposited data were processed for this re-analysis (not part of the article)

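The samples are yeast RNA hybridized to 2-colour arrays. On each array, RNA from a strain in which null, wild-type or mutant TBP had been induced with 2% galactose was compared with RNA from the wild-type strain carrying null TBP. The strain, the TBP allele and the dye of the test sample were read from the sample labels and the methods, never from the values. The dyes therefore come from the labels, and every ratio keeps the direction test over reference. As a check, arrays of 1 dye orientation were compared with each other. The lowest correlation was -0.255 among 64 arrays with the test sample in Cy5 and -0.365 among 63 with it in Cy3, between TBP(F182V) and TBP(V161E) in the wild-type strain, and 1 of 1953 pairs lay under -0.3. One TBP(F182V) array, slide 1-128, is described as homotypic in 1 field of its record and as F182V against null TBP in its title and channel names, and was taken as F182V.

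The authors kept the spots whose signal exceeded the local background and deposited a log2 ratio of test over reference for every spot. The authors also deposited a table of log2 ratios averaged over the arrays of a condition after mode normalization, with their assignment of genes to clusters, and tables of simulated and measured values of their model, in log2. The array files carry spot numbers without gene names. Spots were joined to genes by their values: the mean of the normalized ratios of a spot over the arrays of a condition was matched with the table of averages to within 1e-05, in at least 5 conditions. The next best gene matched in at most 2. This named 6151 spots of the 7056-spot design and 6082 of the 6400-spot design, while 783 and 221 spots with a value could not be named and were left out. Of 6222 genes in the table, 6175 were measured on at least 1 array and 6058 on both designs. Symbols come from the reference annotation, which holds 5670 of these genes, 5144 of them with a symbol. In the table of averages, the columns of null and of wild-type TBP in the taf1(ΔTAND) spt3Δ strain hold each other's values by the labels of the arrays, for 5792 and 5644 genes, and the labels of the arrays were kept.

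Each array was centred on the mode of its ratios, found from a kernel density with a bandwidth of 0.2. No array's median over all genes then lay more than 0.1 from 0. All arrays were fitted together, gene by gene, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 1 coefficient for each of 63 conditions and a dye effect for each gene, coded +1 for Cy5 and -1 for Cy3. The 16 homotypic arrays entered with the dye effect alone. Arrays of null TBP against null TBP that are not among the homotypic ones (2 micron or CEN/ARS plasmid in both samples), whose orientation the labels do not give, had their own coefficient and no dye effect. This departs from the design written at the start, and a fit without them was run as well. Genes measured on every array of a condition were tested, two-sided, with Benjamini-Hochberg adjustment over those genes, and an adjusted p under 0.05 was called. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Where 1 array of a condition was left out, the remaining array was assumed to vary like those of the other conditions, since limma pools the spread.

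Clusters 0 to 10 are the authors'. Gene lists were compiled by name: ribosomal proteins, mitochondrial ribosomal proteins, ribosome biogenesis, mid-phase sporulation, early meiosis, heat shock and chaperones, reserve carbohydrates, glycolysis, respiration, amino acid synthesis, sterol synthesis, galactose, proteasome, phosphate, iron uptake, histones, alpha-specific, a-specific and pheromone response genes, the PAU and COS families, the genes of the TBP network and the genes the paper names. For each of 34 lists, clusters included, the median log2 ratio on each array was fitted in the same way as a gene, and p was adjusted over all 2142 combinations of list and condition. Counts within a list are given over all genes, and where stated after adjustment over the list alone. The count under the methods' criteria was computed with a 2 SD limit, p under 0.005, a fold of 1.5 and data in 60% of conditions. Permutation tests used 100000 permutations. K-means used 10 clusters and 25 starts.

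The genes named are, for each tested condition, the 10 largest rises and the 10 largest falls among called genes with the same sign on every array, the genes the paper names, the genes of the network, up to 4 members of a described list with the largest change, and the 4 largest rises of cluster 10. Genes outside this rule are said to have been chosen after their values were seen. This rule, the comparisons and most alternatives were written down before the data were examined.

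In simulated data, each gene had its fitted spread, and errors were independent between genes and arrays. Changes of 0.5, 1 and 2 on the log2 scale were recovered there in 38.8%, 97.5% and 100% of cases with 2 arrays. With 4 arrays it was 76.2%, 100% and 100%. Of the calls made in the simulation, 3.2% and 2.2% were false. It holds no effect shared by the genes of an array, a culture or a slide, so it does not give the share of false calls on the real arrays. The alternatives tried were no dye term, the mean of the homotypic arrays as reference, centring on the median, scale normalization between arrays, array weights, a dye effect for each array design, the slide as a random block (correlation 0.443), a filter on genes with values on 60% of arrays or on every array (546 genes), a fold limit, the methods' criteria, means in place of medians, own K-means clusters, leaving out each array and, for correlations, subsets of conditions and arrays, the deposited averages and rank correlation. Dubious reading frames were kept in the tests but not named, apart from 1 that is said to have been picked out. The transposon list and the intensities behind the ratios were not analysed here.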

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

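The tests of spot position, of copy number and of a few strongly changed genes for chromosomes II and III and of cells of the other mating type were chosen after the results were seen.

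Whole chromosomes stood apart on 8 arrays outside the 2 conditions that define cluster 10, of which 4 are of the taf1(ΔTAND) spt3Δ strain, where the paper mentions unstable chromosomes in certain TBP mutants without showing data, by more than the 0.265 that any homotypic array reached: chromosome XI by 0.931 on array 5-033B of spt3Δ TBP(K145E V161R F182V), by 0.828 on 5-036A of spt3Δ TBP(V161R F182V) and by 0.522 on 5-022B of spt3Δ TBP(K145E), which also had chromosome II at 0.462, chromosomes V and XII by 0.692 and 0.559 on 5-031B of taf1(ΔTAND) spt3Δ TBP(K145E V161R F182V), chromosome I by -0.396 on 5-027B of taf1(ΔTAND) spt3Δ TBP(V161R), chromosome XII by 0.329 on 5-042B of taf1(ΔTAND) spt3Δ TBP(V161E F182V), chromosome II by -0.269 on 4-015B of taf1(ΔTAND) spt3Δ wild-type TBP, and chromosomes I and III by 0.371 and 0.273 on 1-141 of TBP(K145E V161R F182V) in the wild-type strain. Of these 8 arrays 7 are from strains without SPT3, from which 50 arrays were examined next to 79 from strains with SPT3. The SD of all ratios ran from 0.14 to 0.41 on homotypic arrays, from 0.44 to 0.58 on these 50 and from 0.14 to 0.59 on these 79. The limit of 0.265 does not allow for such a wider spread. The 50 arrays also share the 2 micron plasmid and the longer induction, so the count does not tie the shifts to SPT3. The position of the spots is argued against, since neighbouring spots of other chromosomes carried 0.072 of the shift (median), although for chromosome III on 1-141 and chromosome II on 4-015B they carried at least 0.308 and position cannot be told apart there, and a few strongly changed genes are argued against, since 82.4% of a chromosome's genes (median) lay on the shifted side, of which choosing by the median fixes only that it is over 50%, and the least shifted of 4 equal parts of the chromosome kept 0.763 of the shift (median). A change in copy number along the whole chromosome is a candidate explanation that no DNA measurement tested, as even the least shifted part kept that much, but for chromosome III on 1-141 and chromosome II on 4-015B, where the least shifted part kept -0.574 and 0.27 and 68.4% and 60.4% of genes lay on the shifted side, neither it nor a few strongly changed genes can be told apart. For array 5-043B, which carries the shift of chromosomes XI and XII in 1 of the 2 conditions of cluster 10, a mislabelled sample stays open, because outside these chromosomes its lower correlation with the TBP(V161R F182V) arrays exceeded that with its own condition by 0.007, less than these 2 arrays differ from each other.

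The opposite movement of clusters 1 and 8 differed between strains without and with SPT3 by 1.002 in r. Permuting the label with or without SPT3 over conditions gave a permutation p of 2e-05. The medians were centred within each group but not scaled, and those of cluster 1 had an SD of 0.062 without SPT3 against 0.204 with it. This p therefore does not test the correlations apart from the spread. For a narrower range of medians without SPT3, the correlation with SPT3 restricted to that range was -0.346 and at most -0.22. This lies below the 95% interval of -0.172 to 0.568 without SPT3. The calculation takes the whole spread without SPT3 as signal, so it cannot decide on a narrower range together with noise. Noise is a candidate explanation: without SPT3 the medians of cluster 1 on both arrays of a condition correlated by -0.045 and those of cluster 8 by 0.402, next to 0.71 and 0.781 with SPT3. Array design cannot be told apart from the deletion, because on the design of the spt3Δ arrays r was -0.588 over 11 conditions with SPT3, with an interval of -0.878 to 0.018, and the plasmid and the induction time, shared by both samples of an array, go with the deletion. A biological effect of SPT3 on this relation stays open and was not tested.

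Genes specific to alpha cells, which the paper does not discuss, fell to a median log2 ratio of -1.84 (standard error 0.21, n = 2 arrays, both lower, limma adjusted p = 2.29e-12) in the spt3Δ strain with null TBP and of -1.044 (standard error 0.21, n = 2 arrays, both lower, limma adjusted p = 1.93e-05) in the taf1(ΔTAND) strain with null TBP, while the homotypic arrays ran from -0.224 to 0.284 and 1 array of null against null TBP on the 2 micron plasmid, 4-056A, had -0.586. MF(ALPHA)2, a gene of the mating pheromone, had -2.71 and -2.13, and SAG1, the alpha agglutinin, had -2.32 and -2.02. All 4 measured genes fell in the spt3Δ strain, and 3 fell in the taf1(ΔTAND) strain, or 4 when adjusted over the list alone, but with wild-type TBP the median in the taf1(ΔTAND) strain was -0.48 (adjusted p = 0.0545), with 1 of 4 lower, or 2 when adjusted over the list alone. RNA from cells of the other mating type is argued against for the spt3Δ strain with null TBP alone. There a-specific genes had a median of 0.167 (limma adjusted p = 0.3), while such cells would bring RNA that the parent lacks. In the taf1(ΔTAND) strain with null TBP, 0 of 6 a-specific genes rose. With TBP(V161R) in that strain, however, 3 of 3 rose and 3 of 4 alpha-specific genes fell. In the taf1(ΔTAND) spt3Δ strain with TBP(K145E V161R), 5 of 5 a-specific genes rose and 5 of 5 alpha-specific genes fell. The explanation was not tested in those conditions. An effect of SPT3 and of TAND on these genes stays a hypothesis.

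Among 40 groups of 4 or more arrays, 1 array stood far from the others in 2 groups, and chance gives about 1 in 20: cluster 2 had 0.159 on array 1-115 of TBP(V161R) in the taf1(ΔTAND) strain, next to 0.07 to 0.08 on the others, and cluster 4 had 0.254 on array 5-036A of TBP(V161R F182V) in the spt3Δ strain, next to 0.07 to 0.10.

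The effect of a TBP mutation relative to null TBP of the same strain differed between strains, each by an interaction test. Cluster 4 with V161R differed between the taf1(ΔTAND) strain and the wild-type strain by 0.44, as reported at its claim. Cluster 7 with V161R differed between these strains by 0.308 (adjusted p = 5.97e-05). Cluster 5 with F182V differed between them by -0.197 (adjusted p = 0.0346). Between the spt3Δ strain and the wild-type strain, with F182V, cluster 3 differed by -0.289 (adjusted p = 5.49e-05) and cluster 5 by -0.423 (adjusted p = 1.19e-06). Cluster 5 differed there by 0.206 with K145E (adjusted p = 0.0264) and by 0.36 with V161R (adjusted p = 2.89e-06). With V161R, cluster 1 differed by -0.341 (adjusted p = 0.0184), cluster 6, with genes of energy metabolism, by 0.459 (adjusted p = 1.47e-06) and cluster 9 by 0.315 (adjusted p = 0.00467). In the spt3Δ strain the mutant TBP came from another plasmid and a longer induction than in the wild-type strain. For F182V and V161R the array design differed as well. Subtracting null TBP of the same strain need not remove these influences. The differences between the spt3Δ and wild-type strains therefore cannot be tied to the deletion itself.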

How the results depend on the processing

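The alternatives without the null-against-null arrays, with arrays of the same array design only, with K-means on genes scaled to unit length, with the paper's own measured values, with the authors' averages for the groups of Fig. 6b, with the mitochondrial ribosomal proteins added there and with only genes outside chromosomes XI and XII for the methods' criteria were chosen after seeing the data.

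For lists, clusters and chromosomes, 434 of 448 values under the alternatives kept their direction and their side of the threshold, 11 became weaker and 3 stronger, and 156 of 170 did so when 1 array was left out, where 13 became weaker and 1 turned. For genes named in the text it was 1147 of 1200 and 264 of 318, and the others no longer passed the test. Of counts of genes, 65 of 90 stayed within 1.5 times, and 8 of 18 when 1 array was left out. Of correlations and similarities, 24 of 27 kept their direction. The causes were not tested unless given here. Arrays of different conditions are paired only where 2 of them share a slide, and the slide was tried as a block.

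Leaving out 1 array left a single array in these conditions, and the counts were 0 to 101 with wild-type TBP (101 without 1-059, 0 without 1-020), 493 to 604 with TBP(F182V), 0 to 26 with TBP(K145E) (0 without 5-005B), 1142 to 1374 in the spt3Δ strain and 34 to 62 in the taf1(ΔTAND) strain. A fold limit of 1.5 asks for more, and gave 585 genes with TBP(F182V), 386 with TBP(V161R), 733 with TBP(V161R) in the taf1(ΔTAND) strain, 1075 in the spt3Δ strain and 111 in the taf1(ΔTAND) strain. The methods' limits of 2 SD and p without those on fold and data present gave 41 genes with wild-type TBP, 552 with TBP(F182V), 570 and 1029 with TBP(V161R) in the wild-type and taf1(ΔTAND) strains and 1078 in the spt3Δ strain. Scale normalization gave 62 genes with wild-type TBP, 258 with TBP(K145E), 1427 with TBP(V161R) in the taf1(ΔTAND) strain, 651 in the spt3Δ strain and 338 in the taf1(ΔTAND) strain. Array weights gave 0, 1394 and 61 with wild-type TBP, in the spt3Δ strain and in the taf1(ΔTAND) strain. With wild-type TBP, where limma called 4 genes, the mean of the homotypic arrays as reference gave 1, median centring 10, a dye effect for each array design 24 and the same array design 2. With TBP(K145E), the slide as a block gave 69 and the same array design 96, and the latter gave 104 in the taf1(ΔTAND) strain. Median centring left the total with TBP(F182V) at 1072 but turned 857 higher and 243 lower genes into 684 and 388.

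Some ribosomal and metabolic groups were near the threshold with TBP(K145E) or TBP(F182V). The cluster 8 median with TBP(F182V) was -0.039 in own K-means clusters, where the matched cluster of 512 genes is also that of cluster 7, and -0.313 to -0.163 with 1 array left out, the latter without 1-130. With TBP(K145E) it was -0.06 in own K-means clusters, -0.101 in those on unit length, -0.104 over the genes measured on every array and -0.18 to -0.068, the latter without 5-005B. Cluster 5 with TBP(K145E) was 0.13 to 0.22, the former without 5-001B. Ribosomal protein genes with TBP(F182V) were -0.394 to -0.208, the latter without 1-130, and biogenesis genes -0.279 after median centring, now past the threshold. Cluster 4 with TBP(V161R) was 0.123 over the genes measured on every array, which are fewer. In the taf1(ΔTAND) spt3Δ strain with TBP(K145E V161R), chromosome XI was 0.269 over those genes and -0.076 to 0.924 with 1 array left out, and chromosome XII 0.027 to 0.949, the lower values without 5-043B, the array that carries the shift. The correlation of clusters 1 and 8 turned to 0.23 in strains without SPT3 and to 0.055 for ribosomal protein and biogenesis genes by name. The similarity of TBP(K145E) to TBP(F182V) beyond the TFIIA mutants turned to -0.114 in the taf1(ΔTAND) strain on arrays of opposite dye orientation, and pairs of the same design gave no value for the comparison.

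Chance as the source of so many calls is argued against for TBP(V161R). When its 4 arrays were compared with the 16 homotypic arrays, 637 of 2111 genes were called and at most 219 in the other splits, so that 1 of 100 splits, the real one, reached the count. In the taf1(ΔTAND) strain it was 918 of 2069 genes, at most 131 in the other splits, and again 1 of 100. With 2 arrays, changes under 1 on the log2 scale are often missed, since 38.8% of simulated changes of 0.5 were recovered.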

Differences from the paper's values

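No test in this part was chosen after its result was seen, apart from the comparisons with the authors' averages and with the mitochondrial ribosomal proteins added. The spt3Δ panel of Fig. 6b does not name its TBP, and its bars for clusters 1 to 8 lie within the reading error of the values for the spt3Δ strain with wild-type TBP, which was taken for the comparison.

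Ribosomal protein genes are at about -0.16 in Fig. 6b, read by eye, as the paper's value for the spt3Δ strain, while their median log2 ratio was 0.086 here (standard error 0.10, n = 2 arrays, both higher). None of the alternatives set before the data were examined reaches the paper's value, with 0.061 to 0.166 over these. The paper's group is wider, with mitochondrial ribosomal proteins and translation factors, and its members are not listed; mitochondrial ribosomal proteins had a median of -0.27 (n = 2 arrays, both lower), and with them added the group was at -0.017, and at -0.042 in the authors' averages, closer to the paper's value but not at it. A bar of Fig. 6b at about -0.49, read by eye, was taken for the paper's genes of no cluster. The caption names the numbered clusters, ribosomal protein genes and ribosome biogenesis genes, and no group of genes outside them. The 3320 genes that the paper's table assigns to no cluster had a median of 0.017 (standard error 0.02, n = 2 arrays, both higher). No alternative reaches -0.49, with values from -0.004 to 0.066. The authors' own averages give 0.072 for ribosomal protein genes and -0.016 for genes of no cluster, a comparison chosen after seeing the values. Which group the bar shows cannot be told, so no difference from the paper is drawn from it.

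The paper states that cluster 2 genes rose in spt3Δ strains and in no other. In these data, cluster 2 rose in 26 of 26 conditions without SPT3 and also in 22 of 35 with SPT3, although by less. The paper likewise confines the fall of cluster 7 to spt3Δ strains. Cluster 7 fell in 26 of 26 conditions without SPT3 and in 12 of 35 with it, again by less. A rise or fall here is a cluster median that passed the test at any size. The paper gives no limit for its statements, so small shifts may lie below what it counted as a change. The paper describes cluster 8 as made up mostly of ribosomal protein genes and cluster 1 of genes of ribosome biogenesis. By name, 35 of 282 genes of cluster 8 and 71 of 338 genes of cluster 1 are such genes, in lists narrower than the paper's groups, and 14 of 66 mitochondrial ribosomal protein genes are in cluster 8.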

Other observations

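The test of both NC2 subunit genes was chosen after their values were seen.

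Mitochondrial genes were lower with TBP(V161R), a mutation that affects binding to DNA as well as dimerization. In the wild-type strain, respiration genes had a median log2 ratio of -0.55 (standard error 0.09, 4 of 4 arrays lower, limma adjusted p = 3.76e-07), and 29 of 37 fell, or 30 when adjusted over the list alone. NDI1, the internal NADH dehydrogenase, had -0.97 (standard error 0.12) and QCR9, a subunit of complex III, had -0.96 (standard error 0.13). Genes of the mitochondrial ribosome had -0.37 (standard error 0.06, 4 of 4 arrays lower, limma adjusted p = 1.97e-08), with 48 of 64 lower, or 53 when adjusted over the list alone, and MRPS12 at -0.84. The 3 measured histone genes, HTA1, HTB2 and HHT1, all fell, at -0.98, -0.96 and -0.58, with a median of -0.92 (standard error 0.13, limma adjusted p = 2.93e-09). COS family genes, which encode membrane proteins near telomeres, had -0.28 (limma adjusted p = 0.00038), with 7 of 11 lower, or 8 when adjusted over the list alone, and COS6 at -0.42. With TBP(V161E) the medians were -0.40 (limma adjusted p = 0.00829) for respiration, -0.25 (limma adjusted p = 0.00724) for the mitochondrial ribosome, -0.66 (limma adjusted p = 0.0016) for histones and -0.17 (limma adjusted p = 0.16) for COS genes, each lower on 2 of 2 arrays. Of 10 measured genes of the TBP network 5 fell with TBP(V161R), BUR6 at -1.21, NCB2 at -1.13, BDF2 at -1.01, BDF1 at -0.94 and SPT8 at -0.27, the last no longer called without array 1-021 (-0.30), 1-060 (-0.22) or 2-061 (-0.26). When TAND was deleted too, INO1, an enzyme of inositol synthesis, had -1.69, and a-specific genes had a median of 0.72 (4 of 4 arrays higher, limma adjusted p = 2.82e-11), with AGA2, STE2 and STE6 higher, 3 of 3 measured.

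Several genes of mating were lower in the spt3Δ strain with null TBP. Pheromone response genes had a median of -0.35 (2 of 2 arrays lower, limma adjusted p = 0.000201), with 8 of 19 lower and 3 higher, or 9 lower when adjusted over the list alone. FAR1, which arrests the cell cycle in response to pheromone, had -2.08 (standard error 0.23) and AGA1, an agglutinin subunit, had -1.93 (standard error 0.26). Iron uptake genes had -0.39 (limma adjusted p = 0.00128), with 8 of 19 lower, ARN2 at -0.97 and FET3, the multicopper oxidase, at -0.92. Without array 4-051A the median of the iron genes was -0.34, and ARN2 was at -0.71, neither past the threshold. PAU family genes had -0.44 (limma adjusted p = 0.000308), with 17 of 28 lower, or 24 when adjusted over the list alone, and without array 4-051A -0.26, which did not pass. Mid-phase sporulation genes had -0.35 (limma adjusted p = 1.37e-05), with 11 of 32 lower. Of 6 histone genes HTA1 fell, at -0.67, and without array 4-051A at -0.34 it did not pass. Deletion of TAND with null TBP raised heat shock and chaperone genes to a median of 0.47 (2 of 2 arrays higher, limma adjusted p = 0.0113), with 3 of 19 higher, or 11 when adjusted over the list alone, and without array 1-022 the median was 0.40 and did not pass. With wild-type TBP in that strain it was 0.19 (2 of 2 arrays higher, limma adjusted p = 0.374). PDR5, a drug efflux pump, had 1.58 and KAR2, the chaperone of the endoplasmic reticulum, had 1.11 in that strain, but PDR5 did not pass without either array (1.43 and 1.74), nor KAR2 without array 1-062 (0.84). Of 17 genes the paper names that were measured with TBP(F182V), 4 rose and 3 fell.

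BUR6 and NCB2 rose with TBP(F182V) in the wild-type strain and in the taf1(ΔTAND) strain (1.64 and 0.73 in the latter, limma adjusted p = 6.89e-11 and 0.000272), and the hypothesis that this mutation raises the RNA of both NC2 subunits was tested over all strains. The 20 conditions with F182V did not exceed the 33 others of the same strains, with a mean difference of -0.019 (permutation p = 0.89). By strain the difference was 0.043 in the wild-type strain, -0.102 in the taf1(ΔTAND) strain, -0.108 in the spt3Δ strain and 0.093 in the strain that lacks both. By size of the difference BUR6 ranked 3707 and NCB2 4302 among 5943 genes. The comparison does not decide the question, since the permuted differences had an SD of 0.13 and the conditions without F182V include TBP(K145E), which raised both genes as well, by 0.97 and 0.89 in the wild-type strain (0.77 and 0.69 without array 5-005B) and by 1.10 and 0.76 in the taf1(ΔTAND) strain. Nor were the groups balanced for V161R, which some conditions with F182V carry too. TBP(V161R) alone had BUR6 at -1.21 and NCB2 at -1.13 in the wild-type strain, though 0.20 and -0.11 in the taf1(ΔTAND) strain.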
